# The transcriptomes of novel marmoset monkey embryonic stem cell lines reflect distinct genomic features

**DOI:** 10.1038/srep29122

**Published:** 2016-07-07

**Authors:** Katharina Debowski, Charis Drummer, Jana Lentes, Maren Cors, Ralf Dressel, Thomas Lingner, Gabriela Salinas-Riester, Sigrid Fuchs, Erika Sasaki, Rüdiger Behr

## Abstract

Embryonic stem cells (ESCs) are useful for the study of embryonic development. However, since research on naturally conceived human embryos is limited, non-human primate (NHP) embryos and NHP ESCs represent an excellent alternative to the corresponding human entities. Though, ESC lines derived from naturally conceived NHP embryos are still very rare. Here, we report the generation and characterization of four novel ESC lines derived from natural preimplantation embryos of the common marmoset monkey (*Callithrix jacchus*). For the first time we document derivation of NHP ESCs derived from morula stages. We show that quantitative chromosome-wise transcriptome analyses precisely reflect trisomies present in both morula-derived ESC lines. We also demonstrate that the female ESC lines exhibit different states of X-inactivation which is impressively reflected by the abundance of the lncRNA *X inactive-specific transcript* (*XIST*). The novel marmoset ESC lines will promote basic primate embryo and ESC studies as well as preclinical testing of ESC-based regenerative approaches in NHP.

Embryonic stem (ES) cells are generally derived from the inner cell mass of preimplantation embryos at the blastocyst stage^1^,^2^,^3^,^4^,^5^,^6^,^7^. If cultured under appropriate conditions, ES cells can proliferate indefinitely while maintaining a pluripotent state^1^. They can give rise to all somatic cell types deriving from the embryonic germ layers, i.e. ectoderm, mesoderm and endoderm, as well as germ cells.

Due to their *in vitro* differentiation capability human ES cells hold great promise for curative cell replacement approaches^8^, reviewed in refs 9, 10, 11, 12. However, before pluripotent stem cell-based therapies may become a routine clinical option to treat specific diseases, biosafety and efficacy issues have to be tested thoroughly. Due to the close phylogenetic relationship of non-human primates (NHP) to humans, NHP ES cells represent an excellent alternative to human ES cells with regard to basic and preclinical ES cell research reviewed in refs 13,14 and allow experiments not possible with human embryos^15^. Moreover, studies in NHP are often more relevant with regard to the human than studies in more distant species, which do not always reflect human physiology and anatomy in an adequate way reviewed in refs 16, 17, 18, 19. Preclinical testing of ES cell-based regenerative medicine would benefit from appropriate NHP models.

Rhesus (*Macaca mulatta*) and cynomolgus (*Macaca fascicularis*) macaques belong to the group of Old World monkeys and are the most frequently used NHP species in biomedical research^20^. The first non-human primate embryonic stem cell line was derived from rhesus macaque in 1995^3^.

The common marmoset monkey (*Callithrix jacchus*) is a New World monkey endemic to Brazil. It has several significant practical and biological advantages compared to macaques. The marmoset monkey is small, easy to handle and free of zoonoses. These characteristics contribute to relatively low housing costs. Additionally, common marmosets have a significantly shorter generation time as well as a higher fecundity than macaques. Therefore, the common marmoset is the NHP model of choice for specific applications and purposes and nicely complements the macaque models. This is reflected by many studies performed in the fields of stem cell research^21^,^22^, reproductive biology^23^,^24^,^25^, developmental biology^26^,^27^, and neurobiology reviewed in refs 28,29. Embryo-derived pluripotent stem cells of the common marmoset were first published in 1996^2^. After this initial publication of eight cell lines, the generation of three additional marmoset monkey ES cell lines was reported in 2005^6^. The currently published set of marmoset ES cell lines was completed in 2009 when we published an additional marmoset ES cell line which was originally also generated by Erika Sasaki and colleagues^7^. Unfortunately, all marmoset ES cell lines generated by Thomson *et al*.^2^ are not available anymore (E-mail communication with WiCell, which served as distributor of these cells).

Here, we report the generation and characterization of four novel marmoset monkey ES cell lines derived from natural preimplantation embryos. Importantly, three of the ES cell lines were derived from morula stages, which has not been reported so far. We characterized the novel ES cell lines in comparison with the established marmoset ES cell line cjes001^7^.

## Materials and Methods

### Animals and embryo collection

Marmoset monkeys (*Callithrix jacchus*) were obtained from the self-sustaining breeding colony of the German Primate Center (Deutsches Primatenzentrum; DPZ) and kept as described previously^30^. All aspects of this study were approved by an external ethics committee (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, license numbers AZ 42502-04/066/06 and AZ 42502-04-14/1462). All methods were carried out in accordance with the approved guidelines.

Female common marmosets (n = 3) in the age range of 3.9 to 7.3 years were used as embryo donors. All females were kept pairwise with fertile males, and their reproductive cycles were basically monitored as described previously^31^. Collection of natural embryos was performed by flushing the uterus on day 4 to 6 after ovulation to obtain preimplantation embryos. The uterus was flushed either by invasive or minimal-invasive methods^31^. After invasive surgery the animals received antibiotic therapy (Duphamox 0.1 ml i.m.), and analgesic medication was given 30 minutes before surgery (Metacam 0.1 ml s.c.). The awakening period under a warming infrared lamp was monitored carefully and animals were retransferred to their cages only after full recovery. Invasive surgery was applied maximally six times per animal, and only to those animals with at least four unsuccessful previous minimal-invasive embryo collection attempts. Minimal-invasive embryo collection was performed under short term anesthesia with Diazepam (0.05 ml/animal) and Alfaxan (0.1 ml/100 g bodyweight).

### Cell Culture

#### Mouse embryonic fibroblasts (MEFs)

Gamma-irradiated MEFs served as feeder cells and were obtained as described previously^30^.

#### Initial culture of recovered embryos

After recovery, preimplantation embryos were transferred to and kept in embryonic stem cell medium (ESM)^30^ [KO-DMEM (Gibco), 20% (v/v) KnockOut Serum Replacement (Gibco), 1% (v/v) Penicilline/Streptomycine (Gibco), 0,1% (v/v) Amphotericin B (Gibco), 1% (v/v) MEM Non-Essential Amino Acids Solution (Gibco), 2 mM GlutaMAX (Gibco), 50 μM 2-mercaptoethanol (Gibco)] until removal of the zona pellucida (ZP). All *ex vivo* processing of the embryos was done at 37 °C. The ZP was removed using pronase (2 mg/mL, Sigma #P8811) dissolved in KO-DMEM (Gibco). Embryos were first washed in a 100 μL drop of pronase solution, then transferred into another drop of pronase solution and kept there for 1–3 min until degradation of the ZP was observed. ZP-free embryos were immediately washed sequentially in four drops of ESM to remove the pronase and finally transferred onto MEFs in a 35 mm diameter well with ESM. Embryos were allowed to attach without any disturbances for three days before cultures were checked. If primary outgrowths were observed, the culture was continued for 2 to 3 weeks until further passaging. All pluripotent cells were cultured under hypoxic conditions (37 °C, 8% CO_2_, 5% O_2_) in ESM, and medium was changed every two to three days. Passaging of primary outgrowths and of resulting ES cells is described below.

#### Expansion and maintenance of embryonic stem cells

For further passaging of the primary outgrowths and ES cells, StemPro Accutase (Life Technologies, #A11105-01) was used. Briefly, cells of one well in a six-well plate were washed with PBS and incubated with 1 mL Accutase at 37 °C for 4 min. The cell suspension was transferred to 5 mL of pre-warmed ESM and the remaining feeder layer was washed with 3 mL ESM. Cells were pelleted (5 min, 200 × g, RT), resuspended in ESM and seeded onto fresh MEFs. Medium was changed every two to three days.

#### PCR for the detection of pluripotency associated genes

Oligonucleotides (Sigma) used for detection of mRNA coding for pluripotency associated genes are listed in Table S1. KOD Hot Start DNA Polymerase from Novagen was used according to manufacturer’s instructions.

#### Immunofluorescence

Immunofluorescence stainings were performed as described previously^30^. Antibodies and their dilutions are listed in Table S2.

#### AP live stain

For detection of Alkaline Phosphatase (AP), Alkaline Phosphatase Live Stain (Life Technologies, #A14353) was used. Briefly, growth medium was removed and the culture was washed with pre-warmed DMEM/F-12 two times for 2–3 minutes. Then a 1X AP Live Stain working solution was applied directly on to the cell culture and incubated for 20–30 minutes. The AP Live Stain was removed and pre-warmed DMEM/F-12 was applied to the culture prior to the visualization of fluorescent-labeled colonies under fluorescent microscopy using a standard FITC filter. Images were captured immediately.

#### Teratoma formation and analysis

For teratoma formation, 1–2 × 10^5^ mouse embryonic feeder cells were combined with 8–9 × 10^5^ ES cells in a final volume of 70 μL PBS. 60–75 μL Matrigel (Corning, #354277) were added to this cell suspension and injected subcutaneously into the inguinal region of male immunodeficient SCID/beige mice. Teratomas were retrieved 10–17 weeks, in one case 24 weeks after injection. Teratomas were immediately fixed after recovery in Bouin’s solution. After paraffin embedding, they were sectioned at 5 μm. Sections were then Hematoxylin and Eosin stained or processed for immunohistochemistry as described previously^30^.

#### Karyotyping

Karyotyping was performed by the Cytogenetic Laboratory in the Department of Human Genetics at the Universitätsklinikum Hamburg-Eppendorf (Germany) according to standard procedures. Briefly, for each cell line chromosome preparation was done from two or three 35 mm wells with ES colonies. ES cells from the wells were pooled before analysis. Then the cells were arrested with 0.2 μg/ml colcemid for 3 h and dissociated with 0.25% trypsin EDTA. For hypotonic treatment, cells were subjected to 55 mM KCl and fixed with methanol/acetic acid (3:1). For each cell line, 15 metaphases from GTG banded chromosome spreads were analysed under a light microscope at a 1000× magnification and at least four metaphases were karyotyped using a cytogenetic image analysis system (CytoVysion; Leica Biosystems). Karyotyping was done according to the chromosome assigning of Neusser *et al*.^32^. In case of suspected mosaicism or clonal aberration, 30 metaphases were analysed.

#### Transcriptome analysis

Two independent biological replicates were analyzed for each cell line. For sequencing, the RNA-samples were prepared with the “TruSeq RNA Sample Prep Kit v2” according to the manufacturer’s protocol (Illumina). Single read (50 bp) sequencing was conducted using a HiSeq 2000 (Illumina). Sequences were aligned to the genome reference sequence of *Callithrix jacchus* (Ensembl genome assembly 3.2.1) using the STAR alignment software (version 2.3.0e)^33^ allowing for 2 mismatches within 50 bases. Subsequently, filtering of unique hits and counting was conducted with SAMtools (version 0.1.18)^34^ and HTSeq (version 0.6.1p1)^35^. Read counts were analyzed in the R/Bioconductor environment (version 3.2, www.bioconductor.org) using the DESeq2 package (version 1.8.1)^36^. Candidate genes were filtered to a minimum of 2-fold change and FDR-corrected p-value < 0.05. Gene annotation was performed using *Callithrix jacchus* entries from Ensembl v78 (www.ensembl.org) via the biomaRt package (version 2.24.0)^37^. GO enrichment analysis on candidate genes was conducted with the Goseq package (version 1.2)^38^ using standard parameters. The data discussed in this paper are generated in compliance with the MIAME guidelines and have been deposited in NCBI’s Gene Expression Omnibus, accessible through GEO Series accession number GSE70897.

## Results

### Establishment and culture of novel embryonic stem cell lines

We established four embryonic stem cell lines, designated DPZcjESC1-4. The embryos were obtained from different donors (Table 1). Three of our novel lines were derived from morulae. DPZcjESC1 and 2 were obtained from early, non-compacted morulae, while DPZcjESC3 was obtained from a compacted morula. One line (DPZcjESC4) was derived from an expanded blastocyst stage embryo (Fig. 1A). In case of blastocysts, the embryos were plated onto the MEF layer with intact trophoblast. Immunosurgery to remove the trophoblast was not performed. All embryos formed clearly identifiable primary outgrowths (Fig. 1B). After passaging of the primary outgrowths and expansion on mouse embryonic feeder cells, all lines stably proliferated and exhibited the typical morphology of common marmoset pluripotent stem cells^2^,^6^,^7^,^30^,^39^. The cell lines formed tightly packed, flat colonies (Fig. 1C,D). Individual cells can be distinguished within a colony and the ES cells exhibit a high ratio of nucleus to cytoplasm. Prominent nucleoli are clearly visible (Fig. 1E). All cell lines tolerate enzymatic colony dissociation during passaging, which is done every six to 13 days. All cell lines tolerated cryopreservation, thawing and subsequent re-culturing.

### Expression of pluripotency markers

To demonstrate the expression of characteristic pluripotency markers by the cell lines, we performed RT-PCR and immunofluorescence. On the mRNA level, we detected expression of *SOX2*, *OCT4*, *KLF4*, *cMYC, NANOG,* all being transcription factors, and *LIN28,* an RNA binding protein. All factors have been used for reprogramming of marmoset monkey somatic cells to a pluripotent state^30^,^39^. Messenger RNA coding for the pluripotency-associated transcription factor *SALL4* was also detected. (Fig. 2A, Fig. S3). Expression of most of these marker genes was confirmed on the protein level by immunofluorescence (Fig. 2B). The ES cell lines also express the cell surface antigens TRA-1-81, TRA-1-60, SSEA-4 and SSEA-3 (Fig. 2B, Fig. S4) which identify pluripotent cells^40^. Moreover, expression of the transcription factor UTF1^41^,^42^ as well as the Chromodomain Helicase DNA Binding Protein 1 (CHD1)^43^,^44^ was detected. Expression of the cell surface antigen SSEA-1, characteristic of mouse, but not primate pluripotent cells, was not detected (Fig. 2B, Fig. S4). All ES cell lines expressed alkaline phosphatase (Fig. 2C) and telomerase (Fig. 2D).

### Differentiation assay demonstrates pluripotency

To investigate the *in vivo* differentiation potential, we injected the ES cells into immunodeficient SCID/beige mice. Fig. 3 shows histological analysis of tumor tissue developed from the cell line DPZcjESC4. Ectodermal differentiation was indicated by neural tissue (Fig. 3A). Endoderm was represented by primitive gut-like epithelium (Fig. 3B) and mesoderm was represented by osteogenic (Fig. 3C′,C″), chondrogenic (Fig. 3C′) and hematopoietic differentiation (Fig. 3C″). Ectodermal differentiation was confirmed by immunohistochemical detection of β-Tubulin 3 (β-TUB III, ectoderm; Fig. 3A″) and endodermal differentiation by detection of SOX9 (Fig. 3B″, which is a marker of endodermal stem and progenitor cells). Histological analyses of teratoma tissue developed from the cell lines DPZcjESC1-3 are shown in Supplemental Figure S5. Together, these data show the pluripotent differentiation potential of the ES cells.

### Gene expression levels in morula- and blastocyst-derived cell lines

There were five ES cell lines (four novel and the reference cell line published previously^7^) available for this study. Two cell lines were derived from blastocysts (DPZcjESC4 and cjes001) and three from morula stages (DPZcjESC1-3). We performed whole transcriptome analyses of the marmoset ES cells by deep sequencing and included primary marmoset monkey fibroblasts as control. 

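Transcriptome data were analysed here for the 4 lines DPZcjESC1-4, each of which had been derived from a single natural preimplantation embryo of the common marmoset monkey. The libraries of cjes001, of the iPS cell line and of the fibroblasts were not analysed here. Each line was represented by 2 libraries made from cells of different passages, which the methods describe as independent biological replicates. The cells were taken at passages 46 and 51 for DPZcjESC1, 36 and 37 for DPZcjESC2, 37 and 41 for DPZcjESC3, and 30 and 33 for DPZcjESC4. DPZcjESC1 and DPZcjESC2 originated from early morulae, DPZcjESC3 from a compacted morula and DPZcjESC4 from a blastocyst. The authors sequenced single reads of TruSeq libraries on an Illumina HiSeq instrument, aligned them to the Ensembl assembly of the marmoset genome with STAR, kept reads with a unique hit and counted them on genes with HTSeq. The deposited values are raw read counts, without normalization, for 32338 Ensembl gene identifiers, and gene names or chromosomes are not given beside the identifiers.

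For DPZcjESC1, 12885444 reads were counted on genes at passage 46 and 10615123 at passage 51. The corresponding totals were 12530426 and 10926390 for DPZcjESC2, 11140053 and 11874403 for DPZcjESC3, and 11826466 and 12485038 for DPZcjESC4. Between 19794 and 20569 identifiers had at least 1 count in a library. Reads with a unique hit that fell outside annotated genes made up 29.4 to 32.9% of the unique hits. At these depths 3 counts, taken here as the smallest amount that can be told from none, correspond to 0.233 to 0.283 CPM (counts scaled to a library total of 1000000), a limit that covers counting error only. For comparisons between groups of lines, 15781 identifiers with at least 10 counts in at least 2 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. Genes were called differentially expressed at a change of at least 2-fold and a Benjamini-Hochberg adjusted p-value under 0.05, the limits given in the methods, where DESeq2 was the tool. The passages of a line come from the same embryo, so that the spread between them does not contain the spread between embryos, and p-values describe these 4 lines.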

We were interested in whether the embryonic origin of the ES cell lines was reflected by differential mRNA expression of selected pluripotency markers by the corresponding ES cell lines. Hence, we analyzed expression levels of *OCT4*, *SOX2* and *NANOG* as core pluripotency factors and further included *LIN28*, *KLF4*, *KLF*5, *UTF1*, *DPPA3* (*Stella*), and *GDF3*. Analyses of the transcriptome data revealed similar relative expression levels of all markers analyzed in the individual samples of both the morula and the blastocyst-derived cell lines (Fig. 4A). 

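A PCA was computed over the 8 libraries of DPZcjESC1-4 from log2(CPM + 1), centred on the mean of each gene. Component 1 covered 32.5% of the variance, component 2 covered 28.2% and component 3 covered 13.2%. The libraries of the blastocyst-derived line DPZcjESC4 had scores of 12.4 and -9.43 on component 1, inside the range of the morula-derived lines, which reached from -39.1 to 63.7. On component 2 their scores were 20.2 and 9.62, while those of the morula-derived lines lay between -46.0 and 36.6. On component 3 they were set apart, with -33.2 and -20.2 against -13.2 to 23.1 in the morula-derived lines. The passages of DPZcjESC1 marked both ends of component 1, with 63.7 at passage 46 and -39.1 at passage 51, and in each of the 4 lines the score was lower at the later passage. The components were calculated without cjes001, the iPS cell line and the fibroblasts and are therefore not the axes of Fig. 4B.

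**Figure D1:**
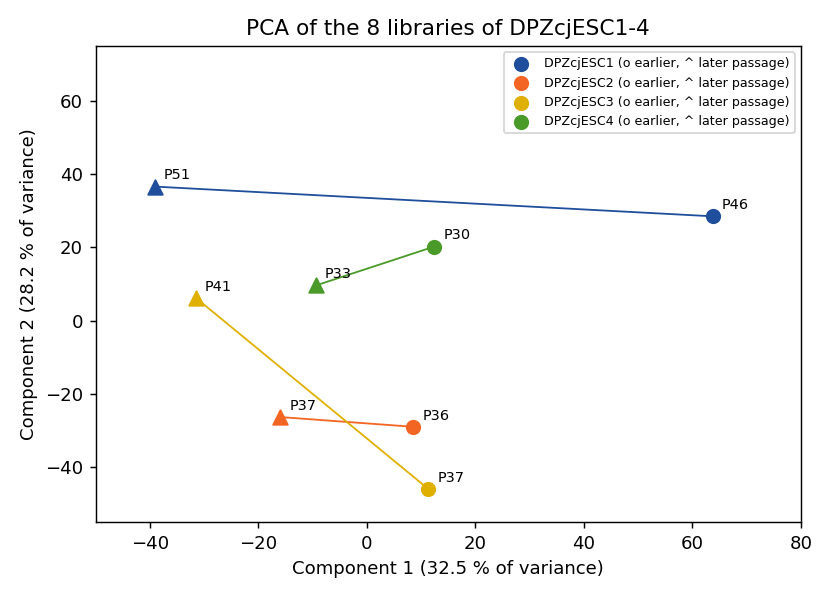
PCA scores of the 8 libraries on components 1 and 2 (no unit), one colour per ES cell line, with circles for the earlier and triangles for the later passage and a line joining the passages of a cell line. On these 2 components the libraries of DPZcjESC4 lie among those of the morula-derived lines, and the later passage lies to the left of the earlier one in 4 of 4 lines.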

To investigate whether global differences exist between the cell lines of different embryonic origin we performed a principle component analysis (PCA) providing a general overview (Fig. 4B): All four novel ES cell lines closely clustered together, irrespective of their embryonic origin. While the cell transcriptomes of different passages of the established ES cell line cjes001 had a higher data variance regarding component 2, the scatter was very low regarding the more indicative component 1 (46.39% variance). However, all ES cell lines were clearly separated from the fibroblasts. Hierarchical clustering on expression profiles confirmed that the novel ES cell lines are very similar but that their transcriptomes differ from the transcriptomes of the established ES cell line cjes001 (Fig. 4C). 

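Pearson correlations between the libraries of DPZcjESC1-4, calculated across genes, which are not independent replicates, ranged from 0.936 to 0.985 over the 28 pairs. Passages of the same line had a mean correlation of 0.967 and libraries of different lines a mean of 0.963. Over all pairings of the libraries, this difference of 0.0043 did not stand out (one-sided exact permutation test, p = 0.181), and neither did the difference of 0.0501 over the 500 most variable genes (the same test, p = 0.152). Both passages of a line always join an earlier with a later library. Over the 24 pairings of that kind, chosen after seeing the data, the real one had the largest difference, 0.0097 against libraries of different lines and different order (one-sided exact permutation test, p = 0.0417, the smallest p that 24 pairings allow). Over the 500 most variable genes it was 0.113, again the largest (p = 0.0417 from the same permutation test). For 4 of the 8 libraries the nearest library was the other passage of the same line, namely for DPZcjESC2 and DPZcjESC4. Passage 51 of DPZcjESC1 was nearest to passage 41 of DPZcjESC3, with a correlation of 0.979, and the pair of DPZcjESC1 passages had the lowest correlation.

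Between the 4 lines, 26 of the tested genes were differentially expressed, with the change taken between the highest and the lowest line. At an unadjusted p-value under 0.05 there were 1421 genes. With the likelihood-ratio test of DESeq2 the number was 484. Among the 6 pairs of lines, the number of differentially expressed genes lay between 10, found for DPZcjESC1 and DPZcjESC2 and for DPZcjESC4 with DPZcjESC2 or DPZcjESC3, and 25, found for DPZcjESC1 and DPZcjESC3. Libraries of different lines had a mean correlation of 0.968 when both were the earlier or both the later passage and of 0.957 otherwise, and with the order of passages as a block in the model 45 genes differed between the lines. From the clustering of these profiles together with those of cjes001, the iPS cell line and the fibroblasts, the paper concludes that the transcriptomes of its lines are very similar and differ from that of cjes001.

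**Figure D2:**
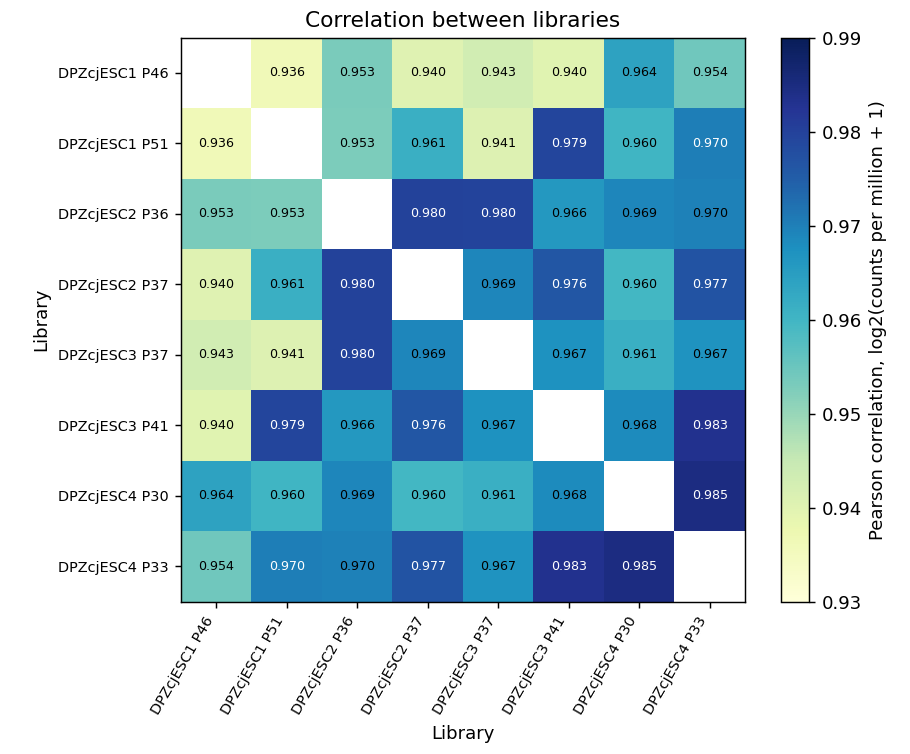
Pearson correlation of log2(CPM + 1) for each pair of the 8 libraries, labelled by line and passage (P). Values range from 0.936 between the passages of DPZcjESC1 to 0.985 between those of DPZcjESC4.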

In a previous study where we generated common marmoset iPS cells by non-viral means^30^, hierarchical clustering showed that our iPS cells clustered apart from the cjes001. Interestingly, combining the global transcriptome data of both studies (the present and^30^) revealed that both our ES cells and iPS cell line clustered together and are more distant from the fibroblasts than cjes001 is (Fig. 4C).

### Karyotyping

To the best of our knowledge, there is no official agreement on the chromosome assignment and nomenclature for the common marmoset monkey being comparable to the International System for Human Cytogenetic Nomenclature (ISCN, latest version 2013) which is updated every five years^45^. There is one study by Sherlock *et al*. published in 1996 suggesting a nomenclature^46^. However, it is very difficult to distinguish the g-banded chromosomes in the corresponding publication making an unambiguous chromosome assignment problematic. Therefore we refer to the study by Neusser *et al*.^32^ which in turn is relying on the nomenclature proposed by Sherlock *et al*.^46^. However, it must be pointed out that we are not able to unambiguously bring in line the banded chromosomes 19 and 20 from Neusser *et al*.^32^ with the idiograms presented in Sherlock *et al*.^46^.

Irrespective of the ambiguity associated with the assignment of marmoset chromosomes 19 and 20, we subjected all four ES cell lines to karyotype analysis. While the cell lines DPZcjESC3 and DPZcjESC4 had a normal female (46,XX) and male (46,XY) karyotype respectively, DPZcjESC1 (male) displayed a trisomy for chromosomes 18 and 19 (48,XY, +18, +19) and DPZcjESC2 (female) a trisomy for chromosome 19 (47,XX, +19) (Fig. 5).

### The transcriptomes of the generated ES cells reflect their genomic status

Irrespective of their karyotype, all generated ES cell lines were indistinguishable from each other in all assays performed so far. Therefore we were wondering whether the additional copies of two chromosomes in DPZcjESC1 and of one chromosome in DPZcjESC2 might be subjected to regulatory mechanisms which lead to at least partial inactivation of the respective chromosome. This phenomenon of dosage compensation is known for the X chromosome (see below). Therefore we compared the relative expression per chromosome (calculated from the sum of all reads from one particular chromosome divided by the sum of all reads from all chromosomes) between the five ES cell lines. We found that the additional chromosomes are not subject to chromosome-wide regulatory mechanisms in the sense of dosage compensation since trisomies are clearly reflected by the deep sequencing data. Indeed, the relative expression of DPZcjESC1 was approximately 50% higher for two chromosomes, identified as 19 and 20 (p ~8 × 10^−12^ (paired t-test), blue arrows in Fig. 6A) in the transcriptome analysis. Likewise, the relative expression of DPZcjESC2 was ~1.5-fold (p = 1.26 × 10^−6^, (paired t-test), orange arrow in Fig. 6A) for chromosome 20. No such difference was found for any other chromosome that was present in disomy. Remarkably, karyotype analysis revealed trisomies for chromosomes 18 and 19 in DPZcjESC1 (instead of 19 and 20 as transcriptome analysis did) and a trisomy for chromosome 19 in DPZcjESC2 (instead of 20 as transcriptome analysis did).

We conclude that (i) two of our four new ES cell lines show trisomies, (ii) there is no evident compensatory gene expression (down-) regulation due to the presence of an additional copy of a chromosome, (iii) the transcriptome of the ES cell lines reflects their karyotype, (iv) it needs to be determined which chromosomes are affected (by clarification of numbering of the marmoset monkey chromosomes).

### Different conditions of X-inactivation in female ES cell lines

Interestingly, comparison of the relative expression per chromosome between the five ES cell lines did not only confirm the trisomies determined by karyotyping. It also revealed that the average expression from the X-chromosome in the established female cell line cjes001 was much higher than in the novel ES cell lines (Fig. 6A, black arrow). That prompted us to analyze this issue in more detail. Quantitative analysis of the transcriptome data showed that the average expression of each gene on the X-chromosome in the established female cell line cjes001 was increased 1.7-fold compared to the average expression in the four novel ES cell lines (16.5 reads per million for cjes001 vs. an average of 9.5 reads per million for DPZcjESC1-4, p = 3.29 × 10^−6^, paired t-test) (Fig. 6B). *X-inactive specific transcript* (*XIST*) is a large long non-coding RNA known to be an important effector in the process of X inactivation^47^. We were wondering whether the significantly different average expression of the genes on the X chromosome would be associated with differences in the expression levels of *XIST*. Indeed, analysis of the transcriptome data revealed an evident correlation between *XIST*-expression and transcription activity from the X chromosome. While the relative amount of detected transcripts from the X chromosome was comparable in all ES cell lines generated in this study (Fig. 6A for an overview and Fig. 6B in higher resolution), almost no *XIST* (<3 reads per million) was detected in the two male ES cell lines (DPZcjESC1 and 4) whereas both female lines (DPZcjESC2 and 3) expressed *XIST* at high levels (945 and 851 reads per million) (Fig. 6C). 

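In the deposited counts, genes are listed by Ensembl identifier only, and neither the X-linked genes nor XIST were analysed here by name. All 32338 identifiers were therefore searched for the pattern of a transcript abundant in both female lines and below 3 CPM in both male lines. With a minimum of 100 CPM in every female library, 1 identifier, ENSCJAG00000010567, met both limits, and no identifier showed the opposite pattern. It reached 255 ± 4.42 CPM in DPZcjESC2 and 218 ± 8.50 in DPZcjESC3 (SD, n = 2 libraries per line), against 0.632 ± 0.0942 in DPZcjESC1 and 0.487 ± 0.330 in DPZcjESC4. Whether this identifier is XIST was not determined. The female libraries lay above all male libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow), as the search required. The test treated libraries as independent, although both passages of a line share its sex, so that p does not measure a difference between the sexes.

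In the comparison of the female with the male lines across all tested genes, 5 genes were differentially expressed, 2 higher in the female and 3 higher in the male lines, and 1815 genes had an unadjusted p-value under 0.05. DESeq2's Wald test gave 256 genes, 35 higher in the female and 221 higher in the male lines. A contrast of the line means gave 21 genes, 11 higher in the female and 10 higher in the male lines, so the balance of directions depended on the method. With passage order as a block in the model there were 4 genes, 1 higher in the female and 3 higher in the male lines. ENSCJAG00000010567 had a log2 fold change of 8.67 (standard error 0.26, edgeR adjusted p = 5.98e-07). ENSCJAG00000015500 had 908 ± 117 TMM-normalized CPM in the female and 447 ± 35.2 in the male lines (SD, n = 4 libraries), a log2 fold change of 1.02 (standard error 0.13, edgeR adjusted p = 0.0482). In the opposite direction, ENSCJAG00000022086 had 2.18 ± 0.619 CPM in the female and 66.1 ± 20.5 in the male lines, a log2 fold change of -4.92 (standard error 0.31, edgeR adjusted p = 0.000375). ENSCJAG00000007094 had a log2 fold change of -3.15 (standard error 0.38, edgeR adjusted p = 0.0482). The calls of ENSCJAG00000015500 and ENSCJAG00000007094 were lost in 9 and 7 of 14 other settings.

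**Figure D3:**
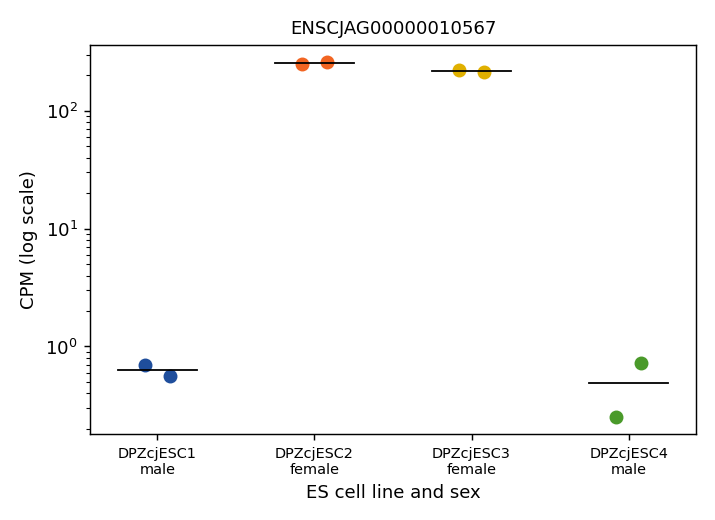
CPM of ENSCJAG00000010567 on a log axis in the 2 libraries (points) of each ES cell line, with the mean as a horizontal line. DPZcjESC2 and DPZcjESC3 have means of 255 and 218, and both male lines lie below 1.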

In sharp contrast, in the previously established female ES cell line cjes001 where quantitative analysis of the transcriptome data indicated a significantly elevated transcriptional activity from the X chromosome, *XIST* was also almost absent being in the same range as in the male ES cell lines (<5 reads per million) (Fig. 6C).

We conclude that X-inactivation can occur in female ES cells of the common marmoset monkey and that X-inactivation correlates with expression of *XIST.* However, X-inactivation seems not to be an essential inherent characteristic of female ES cells.

### Common marmoset ES cells exhibit features of primed pluripotency

Our novel ESC lines exhibit morphological characteristics of primed pluripotency, as the colonies are flat (Fig. 1) and not dome-shaped^48^. Further substantiating a primed state, the cells lack SSEA-1 expression and have an inactivated X chromosome^48^. In order to obtain insights into the molecular state of pluripotency (naïve versus primed) of the novel ES cell lines, we analyzed the presence of selected marker transcripts including *REX1* (*ZFP42*), *NROB1*, *FGF4*, *FGF5*, and *T* (*Brachyury*) (Fig. 7). Since the regulation of pluripotency in the mouse is distinct from the regulation in primates^27^,^48^,^49^,^50^, the set of marker genes characterizing mouse naïve pluripotency^51^ does not exactly apply to primate pluripotent stem cells^50^. While *REX1* and *FGF4* are expressed in primed human pluripotent stem cells^50^,^52^,^53^, *FGF5* is not upregulated in primed pluripotency^50^. Only little is known about *NROB1* (also known as *DAX1*) in human pluripotent stem cells. However, mouse ES cells with a stable knockdown of *NROB1* were predisposed to differentiation but still maintained pluripotency^54^. T is a marker of differentiating rhesus monkey ESCs^55^,^56^. *REX1* expression was robust in all samples tested, and the average expression was comparable between the novel ESC lines, the previously established ESC line cjes001^7^, our previously generated iPSC line^30^ and neonatal and adult marmoset skin fibroblasts. In contrast, *NROB1* expression was hardly detectable in any of the cell lines except for DPZcjESC4. Moderate *FGF4* expression was detected in all ES cell lines and the iPS cell line but not in the fibroblasts. In contrast to *FGF4*, *FGF5* expression was not detected in any of the novel ES and iPS cell lines, while very weak *FGF5* expression was detected in the established ESC line cjes001 and in neonatal skin fibroblasts. Expression of Brachyury (*T*) was detected at different levels in all cell types except for the marmoset fibroblasts. In summary, quantitative analysis of these marker transcripts indicates a state of primed pluripotency of the novel marmoset monkey ES cells under the conditions used in this study.

## Discussion

We report the derivation of four novel embryonic stem cell lines from natural preimplantation embryos of the common marmoset monkey (*Callithrix jacchus*). Although ESCs are usually derived from the inner cell mass of a blastocyst, it was previously shown that it is also possible to derive ESCs from embryos of earlier stages in mouse and human^57^, and even clonal lines from dissociated, single mouse and human blastomeres could be obtained^58^. However, to the best of our knowledge, all published non-human primate ES cell lines so far were derived from the inner cell mass of a blastocyst^2^,^3^,^5^,^6^,^7^. Here, we report for the first time the derivation of three marmoset ES cell lines from natural morula stage preimplantation embryos. One additional cell line was derived from a blastocyst stage embryo. Prior to culturing, we did not remove the trophoblast by immunosurgery as it is usually done during ES cell line establishment^2^,^3^,^5^,^6^,^7^. Our cells keep their pluripotent state and proliferate in standard embryonic stem cell medium, i.e. without the addition of bFGF or other growth factors.

We could not detect any obvious differences between morula- and blastocyst-derived cell lines – neither in morphology or growth characteristics nor on the molecular level. RT-qPCR did not reveal any statistically significant differences in the expression levels of selected pluripotency genes (data not shown) and also whole transcriptome analyses by deep sequencing proved the absence of global differences between the cell lines of different embryonic origin. 

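The 6 libraries of the morula-derived lines DPZcjESC1-3 were compared with the 2 libraries of the blastocyst-derived line DPZcjESC4. Of the genes tested, 11 were differentially expressed, 3 higher in the morula-derived lines and 8 higher in DPZcjESC4. At an unadjusted p-value under 0.05 there were 694. The number was 49 with DESeq2 and 6 with passage order as a block. ENSCJAG00000013281 had 28.2 ± 7.34 TMM-normalized CPM in the morula-derived lines (SD, n = 6 libraries) and 1.87 ± 0.282 in DPZcjESC4 (n = 2), a log2 fold change of 3.91 (standard error 0.36, edgeR adjusted p = 0.0106). The log2 fold change of ENSCJAG00000014579 was 3.35 (standard error 0.45, edgeR adjusted p = 0.0469), and the call was lost in 6 of 12 other settings. Higher in DPZcjESC4 was ENSCJAG00000005957, with 18.6 ± 2.31 against 1.37 ± 0.619 CPM and a log2 fold change of -3.75 (standard error 0.38, edgeR adjusted p = 0.0106). ENSCJAG00000007804 followed with a log2 fold change of -1.80 (standard error 0.18, edgeR adjusted p = 0.0106). The calls of ENSCJAG00000005957 and ENSCJAG00000007804 were each lost in 2 of 12 other settings. The blastocyst origin is represented by a single line, so that origin and line were not separable. Each of the morula-derived lines was set against the remaining 3 lines in the same way, which gave 16 genes for DPZcjESC1, 7 for DPZcjESC2 and 9 for DPZcjESC3.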

In-depth analyses of the transcriptome data revealed differentially expressed genes. However, to prove that potential differences are due to the embryonic origin and not to other parameters, more (euploid) cell lines are needed.

Two of the four novel ES cell lines generated in this study, one male and one female line, have a normal karyotype while karyotype analyses revealed trisomies in the male cell line DPZcjESC1 and in the female cell line DPZcjESC2. According to karyotype analysis, chromosomes 18 and 19 are affected in DPZcjESC1, while global transcriptome data generated by deep sequencing and subsequent transcript mapping indicated trisomies of chromosomes 19 and 20. Analogously, in DPZcjESC2 there are three copies of either chromosome 19 or 20, depending on the method of analysis. Since we were not able to unambiguously bring in line the banded chromosomes 19 and 20 from two different publications^32^,^46^ and since the use of transcriptional profiling is a well-established technique^59^ we conclude that the karyotypes of our cells are [48, XY, +19, +20] for DPZcjESC1 and [47, XX, +20] for DPZcjESC2 as revealed by transcriptome analysis. However, an international agreement on a system for common marmoset monkey cytogenetic nomenclature according to the System for Human Cytogenetic Nomenclature^45^ would be highly desirable to prevent future confusion regarding cytogenetics in the common marmoset monkey.

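The aneuploid lines DPZcjESC1 and DPZcjESC2 were compared with the euploid lines DPZcjESC3 and DPZcjESC4, with 4 libraries in each group. Of the genes tested, 2 were differentially expressed, both higher in the aneuploid lines, and 989 had an unadjusted p-value under 0.05. ENSCJAG00000014902 had 31.8 ± 17.3 TMM-normalized CPM in the aneuploid and 0.643 ± 0.304 in the euploid lines (SD, n = 4 libraries), a log2 fold change of 5.60 (standard error 0.54, edgeR adjusted p = 0.0200). The call was lost in 6 of 14 other settings. ENSCJAG00000012450 had 81.3 ± 6.88 CPM in the aneuploid and 17.9 ± 3.19 in the euploid lines, a log2 fold change of 2.18 (standard error 0.15, edgeR adjusted p = 0.00222). With DESeq2 the number of genes rose to 44, 23 higher and 21 lower in the aneuploid lines. With the contrast of the line means it rose to 22, 11 higher and 11 lower. With passage order as a block it was 3, all higher in the aneuploid lines. Both aneuploid lines originated from early morulae of the same embryo donor, and the euploid lines from later stages and 2 other donors, so that ploidy, embryo stage and donor were not separable in these data.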

Irrespective of the karyotypic characteristics of the four lines (that are also reflected in the transcriptomes), we did not observe any obvious differences between the euploid and aneuploid cell lines. Therefore, it still remains to be investigated in detail whether all cell lines have the same characteristics. Moreover, despite the unresolved issue of cytogenetic nomenclature, it would be very interesting to determine which human chromosomes correspond to the marmoset trisomic chromosomes in the novel ES cell lines in order to find out which human trisomies may be (partially) represented by the DPZcjESC lines 1 and 2. However, ignoring the difficulties of chromosome assignment and nomenclature described above, according to Sherlock *et al*.^46^, the entire marmoset chromosomes 18 and 19 show homology with human chromosome 1. This is particularly important because there are only a few autosomal trisomies that are compatible with survival to birth in humans^60^,^61^,^62^,^63^. Previously, it was suggested that the vast majority of human preimplantation embryos resulting from *in vitro* fertilization (IVF) are a mosaic of euploid and aneuploid blastomeres^64^. Tremendous 90% of the analyzed three- and four-day-old human cleavage stage embryos, most of them at the eight cell stage, showed chromosomal abnormalities. It was shown that large-scale structural chromosomal imbalances occurred in 70% of all embryos tested^64^. It is discussed that these high rates of aneuploidy observed in IVF embryos might either be an artefact of *in vitro* manipulation or that early human embryos undergo a unique, transient phase of chromosomal instability^64^. Interestingly, karyotype analysis showed that both of our cell lines obtained from early, non-compacted morulae (DPZcjESC1 and 2) are aneuploid while the remaining two cell lines (DPZcjESC3, DPZcjESC4) derived from later preimplantation stages, are euploid. Importantly, all four lines were obtained from natural, non-manipulated preimplantation embryos of the common marmoset monkey presaging that aneuploidy observed in human IVF embryos may also occur in naturally conceived primate embryos. While it is impossible to study naturally conceived early human embryos and since rodent embryos are not always an appropriate model for human embryology^65^, the marmoset could be a useful primate model species to further study the clinically relevant issue of aneuploidy in primate preimplantation embryos.

Transcriptome analysis of the ES cell lines revealed an evident inverse correlation between *XIST*-expression and transcriptional activity of X chromosomal genes. This allows the conclusion that X-inactivation in genotypically female ES cells of the common marmoset monkey occurs in a *XIST*-dependent manner. However, X inactivation does not seem to be an essential inherent characteristic for pluripotency *in vitro*^66^. Our data suggest that marmoset ES cells, with regard to X-inactivation, in general rather resemble human than mouse ES cells. For undifferentiated mouse ES cells, both X chromosomes are supposed to be active while X-inactivation was reported to be a feature of mouse ES cell differentiation^67^,^68^. In contrast to the mouse, human ES cells, which were reported to be generally in a primed state (in contrast to the mouse ES cells) do not display a consistent pattern of X-inactivation but rather show a high degree of variation between cell lines and even between sub-lines of the same parental cell line reviewed in ref. 69.

Quantitative analysis of the expression of marker genes for naïve or primed pluripotency of the common marmoset monkey ES cells suggests that the novel NHP ES cells are in a primed state of pluripotency (Fig. 7). We attempted to further characterize the state and the plasticity of the cells by culturing both euploid ES cell lines on Matrigel- and Vitronectin-coated plates under primed conditions^70^ and under naïve conditions in 2i-LIF media^71^. Under MEF-free primed conditions, the marmoset ES cells survived maximally for three days and then died (data not shown). Under the 2i-LIF conditions the cells proliferated and kept their colony-like morphology. However, the expression levels of *OCT4A* and *NANOG* dramatically decreased within a few days to less than 2% compared with the levels of cells cultured on MEFs (data not shown). We conclude that culture protocols established for human pluripotent cell are not directly applicable to these marmoset ES cell lines and that adaptations of the protocols for the feeder-free culture of human cells are necessary to enable feeder-free marmoset monkey ES cell culture.

The four novel ES cell lines derived in this study extend the available repertoire of marmoset monkey ES cell lines. Since ES cells derived from natural embryos are considered as the gold standard for pluripotent stem cells, their availability is crucial to identify fundamental (epigenetic) differences between primate ES and induced pluripotent stem (iPS) cells. Furthermore, pluripotency of the novel ESC lines 3 and 4, although apparently in a primed state under culture conditions currently established, may be worth testing in chimera formation assays.

Hierarchical clustering showed that the novel ES cell lines’ transcriptomes are very similar, but that they – together with the transcriptomes of an iPS cell line we previously generated^30^ – separate from the transcriptome of the established ES cell line cjes001. A deeper analysis revealed nearly 5000 differentially expressed genes between these two groups (our ES and iPS cells vs. cjes001 and fibroblasts). Top-20 enriched gene ontology (GO) terms are shown in Fig. S6 (our ES and iPS cells vs. cjes001 and fibroblasts) and S7 (our ES cells vs. cjes001). These data show that, although the culture conditions of the ES cell lines were identical and the cell lines phenotypically indistinguishable, there are clear differences between different cell lines on the transcriptomic level. This emphasizes the substantial need for the availability of an extended set of marmoset monkey ES cell lines for functional and preclinical studies.

Finally, two of our novel cell lines are female and two are male allowing the investigation of possible sex-specific differences between the lines. Interestingly, except for one ES cell line, which unfortunately is not available any more^2^, all ES cell lines from the common marmoset monkey published so far were female^2^,^6^,^7^.

## Conclusion

In the context of the increasing interest in use of the common marmoset as a non-human primate model species that closely resembles human physiology (reviewed in refs 28,29), the four novel marmoset ES cell lines derived in this study are of great value. We previously generated marmoset monkey iPS cells by non-viral means^30^ with the long-term goal to develop and test cell replacement therapies in preclinical settings. Particularly in our ageing societies, cell replacement therapies based on pluripotent stem cells may become a promising option for the treatment of age-associated degenerative diseases. The availability of embryonic and induced pluripotent stem cells, both generated from the same marmoset colony, will allow elaborate comparative translational studies elucidating the potential of each cell type to restore functions of degenerated cells or tissues.

In summary, we have generated four novel ES cell lines from the common marmoset monkey, which exhibit significant differences with regard to their transcriptomes and genomes. The availability of these novel ES cell lines will further promote biomedical research in this NHP species, which is gaining more and more interest in translational studies including cell replacement therapies^21^,^72^.

## Additional Information

**How to cite this article**: Debowski, K. *et al*. The transcriptomes of novel marmoset monkey embryonic stem cell lines reflect distinct genomic features. *Sci. Rep.* **6**, 29122; doi: 10.1038/srep29122 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
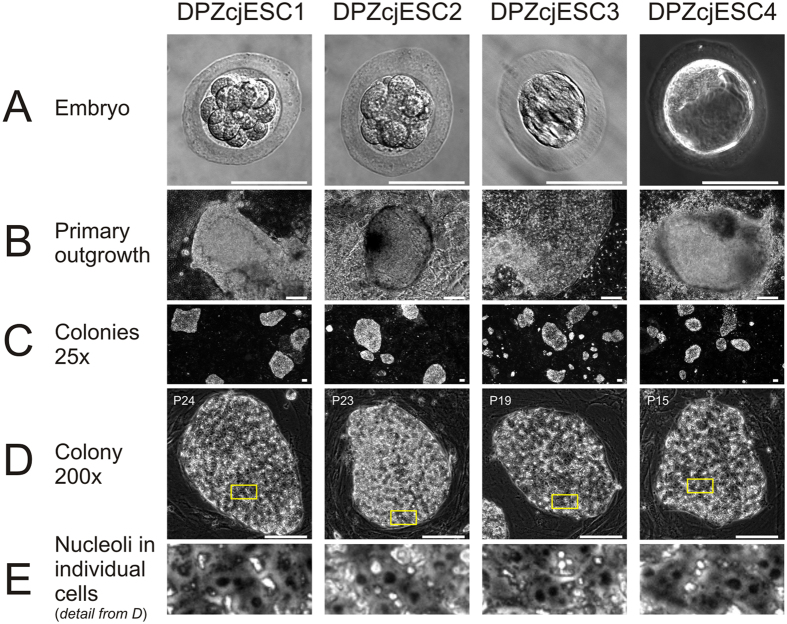
Derivation and morphology of the established ES cell lines. (**A**) Embryos were obtained from adult common marmoset monkeys 4–6 days after ovulation. (**B**) Primary outgrowths on mouse embryonic feeder cells 13–15 days after plating of the embryo. (**C**) Colony overview, magnification 25-fold. (**D**) Single ES cell colony, magnification 200-fold. Individual passage number (P) is indicated in the upper left. (**E**) Magnification of framed area in D showing the prominent nucleoli. All bars = 100 µm.

**Figure 2:**
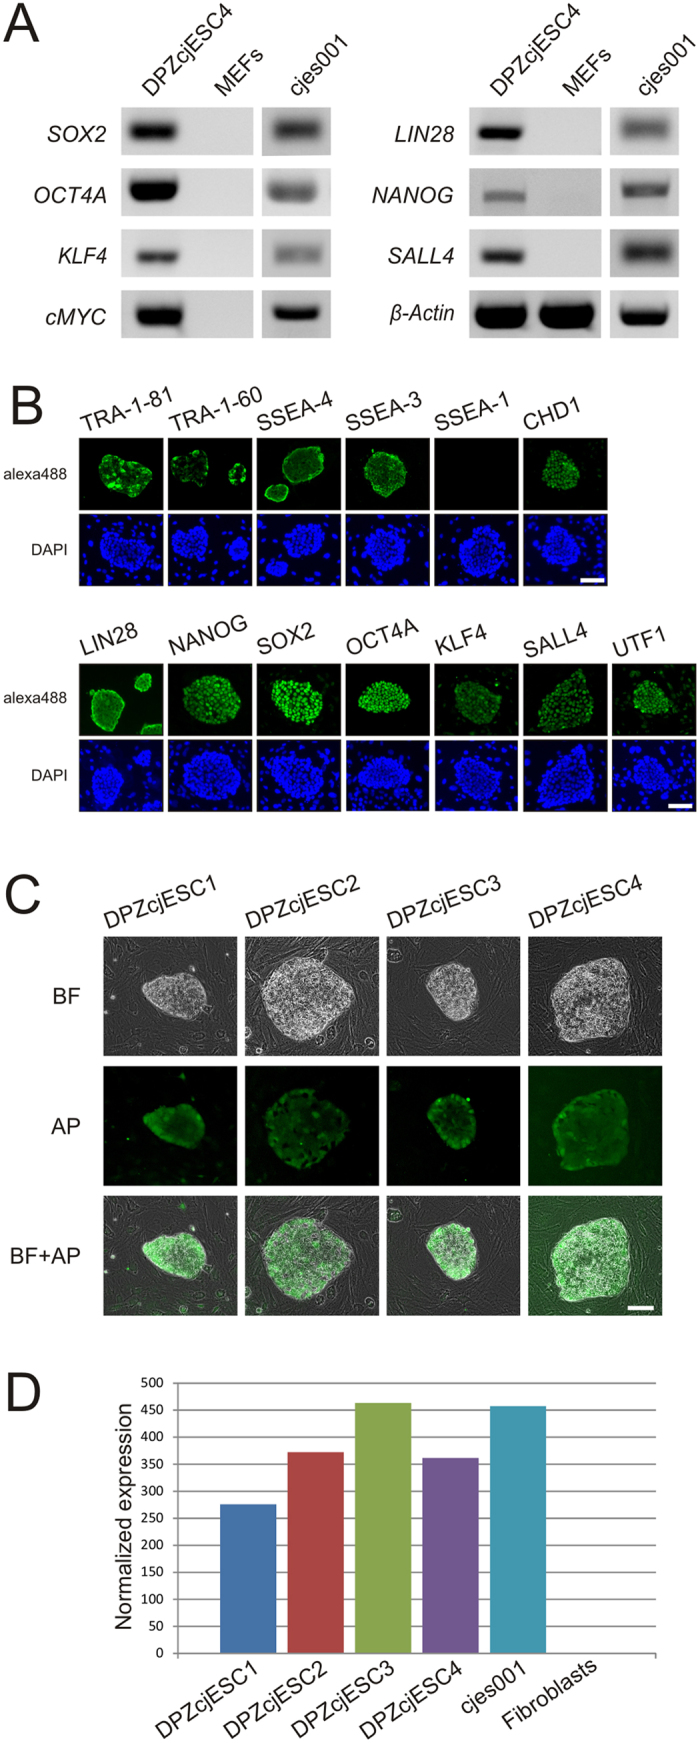
Pluripotency marker expression. (**A**) PCR analysis of the generated ESC line DPZcjESC4. The ESC line expressed mRNA coding for well-established pluripotency-associated factors. Mouse embryonic feeder cells (MEFs) were used as negative control and the established embryonic stem cell line cjes001^7^ as positive control. (**B**) Immunofluorescence staining of ES cell colonies. Antibodies directed against pluripotency-associated epitopes confirmed expression of the surface molecules TRA-1-81, TRA-1-60, SSEA-4 and SSEA-3, the Chromodomain Helicase DNA Binding Protein 1 (CHD1), the RNA binding protein LIN28 and several transcription factors (NANOG, SOX2, OCT4, KLF4, SALL4, UTF1). As expected, SSEA-1 was not detected. (**C**) Alkaline Phosphatase (AP) live staining. Expression of AP was detected in all cell lines. (**D**) Normalized Telomerase expression (as obtained from the DeSEQ software) in the four novel ES cell lines DPZcjESC1-4, the established ES cell line cjes001 and primary skin fibroblasts. Transcripts coding for the Telomerase enzyme were detected only in ES cells. Data was generated by deep sequencing and analyzed with the DESeq2 package^36^. All bars = 100 µm.

**Figure 3:**
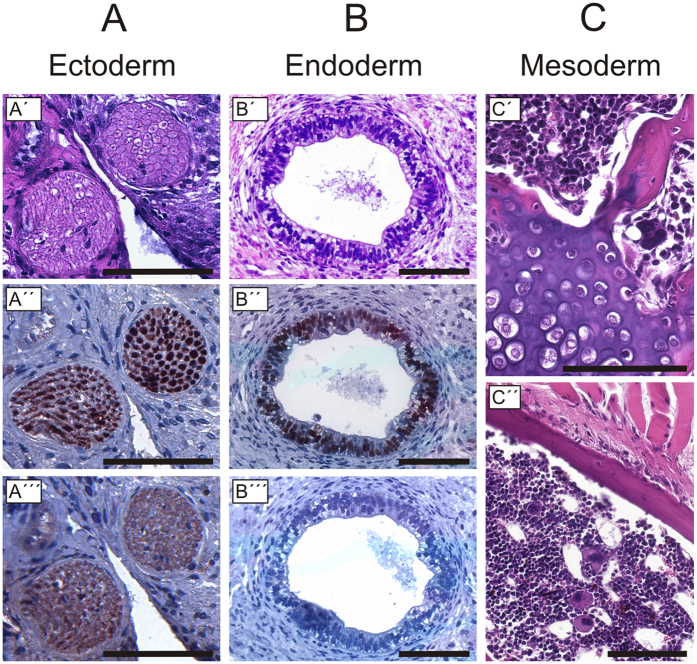
Teratoma assay to test for pluripotency. HE staining and immunohistochemical analysis of teratoma tissue derived from the cell line DPZcjESC4. HE staining demonstrates the presence of nerves (**A**), endodermal epithelium (**B**) and of mesodermal derivatives (**C**). (**A**′) Cross sections of peripheral nerves. (**A**′′) Detection of the neuronal marker β-Tub III. (**A**′′′) Isotype control for (**A**′′). (**B**′) Cross sections of a cyst lined with endodermal gut-like epithelium. (**B**′′) Detection of SOX9, which is a marker of endodermal progenitor cells. (**B**′′′) Isotype control for (**B**′′). (**C**′) Cartilage (lower left area) and bone trabecula (upper right corner). (**C**′′) Bone trabecula (upper part) and bone marrow including megakaroycytes (lower part). All bars = 100 µm.

**Figure 4:**
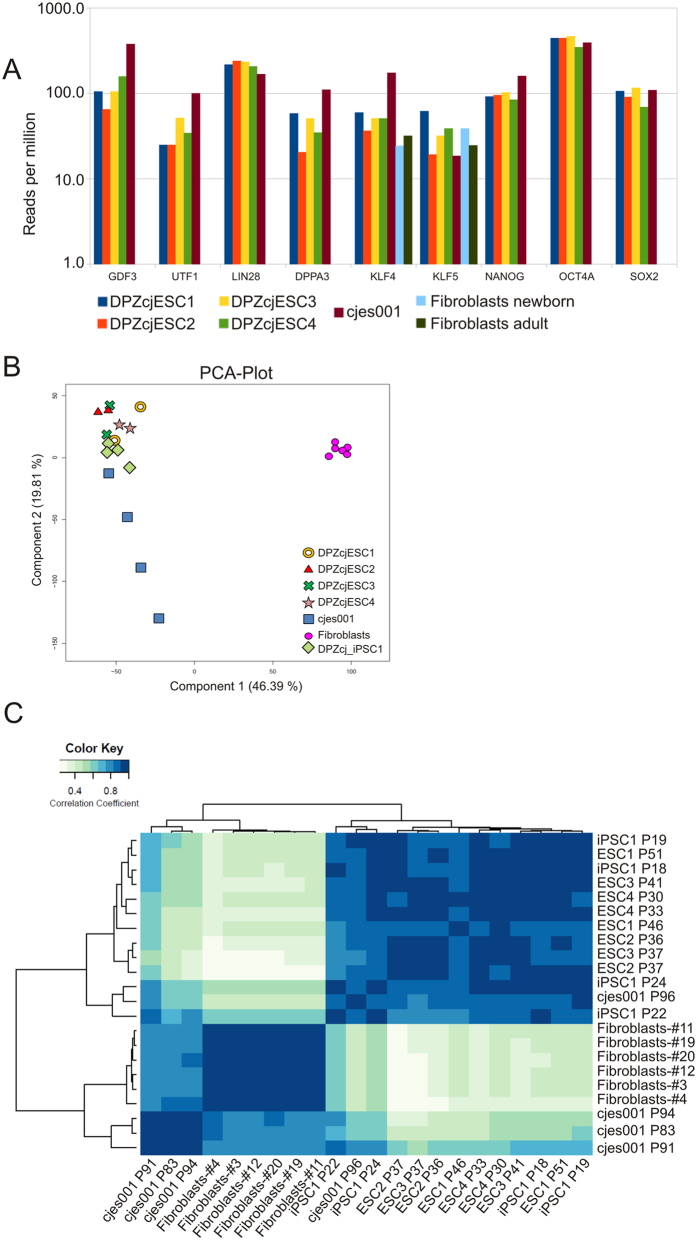
Transcriptome analysis. (**A**) Expression levels of selected pluripotency markers. Levels of mRNA for *OCT4*, *SOX2*, *NANOG*, *LIN28*, *KLF4*, *KLF5*, *UTF1*, *DPPA3 (Stella*), and *GDF3* in all four generated ES cell lines (DPZcjESC1-4) and in marmoset skin fibroblasts were compared to the levels in the established embryonic stem cell line cjes001. (**B**) Principal Component Analysis (PCA) plot of the four generated ES cell lines DPZcjESC1-4, the established ES cell line cjes001, the marmoset iPS cell line DPZcj_iPSC1, and primary skin fibroblasts showing the clustering of samples in gene expression space. Numbers in parentheses represent the percentage of total data variance covered by a principal component. (**C**) Heat map and hierarchical clustering of the normalized transcriptome expression profile for the generated ES cell lines DPZcjESC1-4, the previously generated iPS cell line DPZcj_iPSC1, the established ES cell line cjes001 and marmoset monkey fibroblasts. Darker color (blue) indicates higher correlation of gene expression.

**Figure 5:**
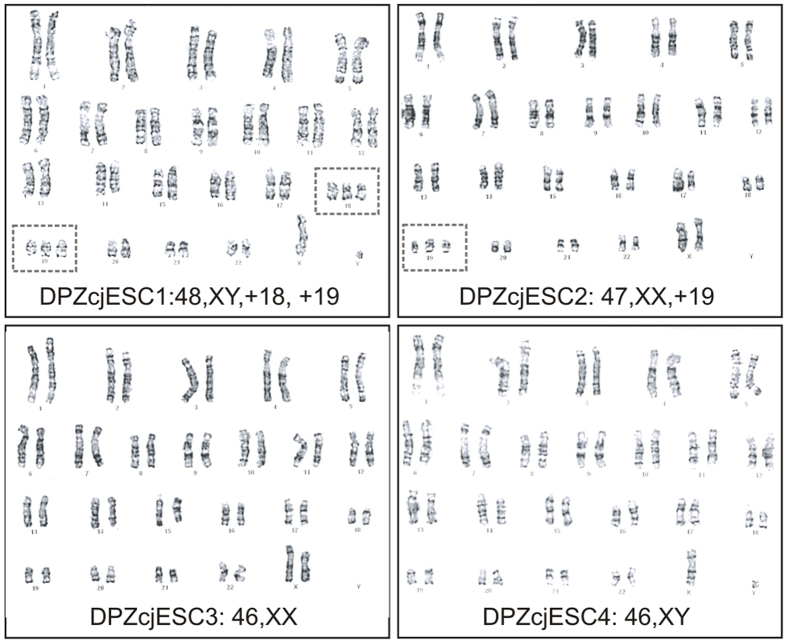
Karyotyping and determination of the sex. Karyotype analysis of the four generated lines DPZcjESC1-4. The male cell line DPZcjESC1 displayed a trisomy for chromosomes 18 and 19 (48, XY, +18, +19), the female cell line DPZcjESC2 displayed a trisomy for chromosome 19 (47, XX, +19) and the cell lines DPZcjESC3 (female) and DPZcjESC4 (male) showed a normal karyotype (46, XX and 46, XY). Trisomic chromosomes are boxed.

**Figure 6:**
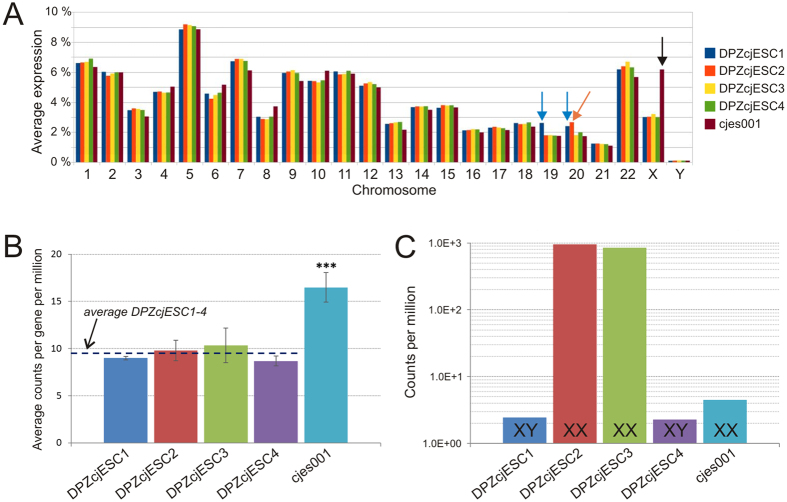
Global transcriptome analysis. (**A**) Relative average expression per chromosome. The relative average expression per chromosome was calculated from the sum of all reads from one particular chromosome divided by the sum of all reads from all chromosomes for each of the five ES cell lines. Blue arrows indicate significantly elevated expression from chromosomes 19 and 20 for DPZcjESC1, the orange arrow indicates significantly elevated expression from chromosome 20 for DPZcjESC2 and the black arrow indicates elevated expression from the X chromosome for cjes001. (**B**) Average expression of X-linked genes. Average reads per gene located on the X chromosome per million reads in the samples from the generated ES cell lines DPZcjESC1-4 and the established ES cell line cjes001. With 16.5 reads per million for the established female cell line cjes001 the average expression was 1.7-fold as high as for the four generated ES cell lines with an average of 9.5 reads per million (p-value of the t-tests was 3.29*10^−6^). C) *X-inactive specific transcript* (*XIST*)-expression. Number of reads mapping to the *XIST*-coding region detected in the samples from the generated ES cell lines DPZcjESC1-4 and the established ES cell line cjes001. Less than 3 reads per million were detected in the two male ES cell lines DPZcjESC1 and 4 whereas both female lines (DPZcjESC2 and 3) expressed *XIST* robustly (945 and 851 reads per million). In contrast, in the established ES cell line cjes001 *XIST* was not abundant (less than 5 reads per million).

**Figure 7:**
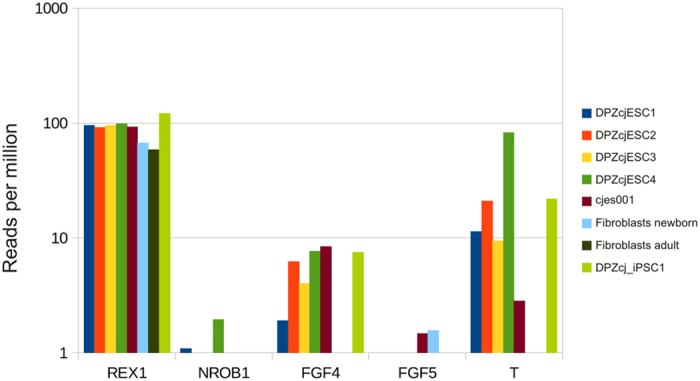
Average expression of genes indicative of naïve or primed pluripotency. Levels of mRNA for *REX1*, *NROB1*, *FGF4*, as markers of naïve pluripotency and *FGF5*, and Brachyury (T) as genes associated with primed pluripotency in all four generated ES cell lines (DPZcjESC1-4), the previously generated iPS cell line DPZcj_iPSC1 and in marmoset skin fibroblasts were compared to the levels in the established embryonic stem cell line cjes001.

**Table 1:** Embryonic stem cell lines derived in this study.

**Cell line**	**Embryo donor no**. **and age at embryo retrieval**	**Day post ovulation of embryo retrieval**	**Developmental stage of embryo**	**Culture period of primary outgrowth before first passage**	**Karyotype**
DPZcjESC1	#14637 (3.9 years)	4	Early morula	21 days	48, XY, +18, +19
DPZcjESC2	#14637 (3.9 years)	4	Early morula	21 days	47, XX, +19
DPZcjESC3	#13681 (7.3 years)	6	Compacted morula	15 days	Normal, 46, XX*
DPZcjESC4	#14204 (5.9 years)	5	Expanded blastocyst	17 days	Normal, 46, XY

(*) Individual aberrations were detected in four out of 30 cells.

# Supplementary material for: The transcriptomes of novel marmoset monkey embryonic stem cell lines reflect distinct genomic features
**Source:** Sci Rep. 2016 Jul 7;6:29122. doi: 10.1038/srep29122
**Supplement:** Supplementary Information

# Supplemental material

# The transcriptomes of novel marmoset monkey embryonic stem cell lines reflect distinct genomic features

Katharina Debowski, Charis Drummer, Jana Lentes, Maren Cors, Ralf Dressel, Thomas Lingner, Gabriela Salinas-Riester, Sigrid Fuchs, Erika Sasaki, Rüdiger Behr

S1_Tab.: Oligonucleotides used in this study.

| **Fragment** | **Primer name (orientation), primer sequences (5ˈ3ˈ)** | **PCR product (bp)** |
| --- | --- | --- |
| *SOX2* | G0086 (fwd): TCTTCCTCGCACTCCAGGGC | 228 |
| G0030 (rev): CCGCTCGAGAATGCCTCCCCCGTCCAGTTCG |
| *OCT4A* | G0022 (fwd): GATCGGATCCTTGGGGCGCCTTCCTTC | 510 |
| G0035 (rev): CAGGGTGATCCTCTTCTGCTTC |
| *KLF4* | G0091 (fwd): GGAAGACGATCTTGGCCCCG | 323 |
| G0021 (rev): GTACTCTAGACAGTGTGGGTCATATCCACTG |
| *cMYC* | G0079 (fwd): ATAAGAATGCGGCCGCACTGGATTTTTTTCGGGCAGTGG | 456 |
| G00142 (rev): CCTGGATGATGATGTTTTTGATG |
| *LIN28* | G0305 (fwd): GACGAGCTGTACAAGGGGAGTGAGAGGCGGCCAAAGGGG | 334 |
| G0025 (rev): GACTCTCGAGATAGCCAAAGAATAGCCCC |
| *NANOG* | G0018 (fwd): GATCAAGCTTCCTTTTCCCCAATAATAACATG | 754 |
| G0075 (rev): TTATAGAAGGGACTGCTCCAGG |
| *SALL4* | G0104 (fwd): GGCTCGGATAAACGTGGAAGG | 328 |
| G0105 (rev): GTTTGCCATGATGGCTTCCTTAG |
| *β-ACTIN* | G0336 (fwd): GACGACATGGAGAAGATCTGG | 562 |
| G0337 (rev): GGAAAGAAGGCTGGAAGAGTG |

S2_Tab.: Antibodies used in this study.

| **Antigen** | **Supplier** | **Order no.** | **Dilution** |
| --- | --- | --- | --- |
| SSEA-4 | Millipore | MAB4304 | 1:50 |
| SSEA-3 | Millipore | MAB4303 | 1:50 |
| SSEA-1 | eBioscience | 14-8813-82 | 1:50 |
| TRA-1-60 | eBioscience | 14-8863 | 1:50 |
| TRA-1-81 | eBioscience | 14-8883 | 1:50 |
| SALL4 | abcam | ab57577 | 1:200 |
| SOX2 | Cell Signaling | 3728 | 1:200 |
| OCT4A | Cell Signaling | 2890S | 1:100 |
| KLF4 | R&D | AF3640 | 1:50 |
| NANOG | Cell Signaling | 4903 | 1:300 |
| LIN28A | Cell Signaling | 3978S | 1:70 |
| CHD1 | BETHYL | A301-218A | 1:200 |
| UTF1 | Millipore | MAB4337 | 1:1000 |
| **Secondary antibodies** | | | |
| Alexa488-dk-α-mm IgG | LifeTech | A21202 | 1:200 |
| Alexa488-dk-α-rb IgG | LifeTech | A21206 | 1:200 |
| Alexa488-dk-α-gt IgG | LifeTech | A11055 | 1:200 |
| Alexa488-dk-α-mm IgG + IgM | LifeTech | A10680 | 1:200 |

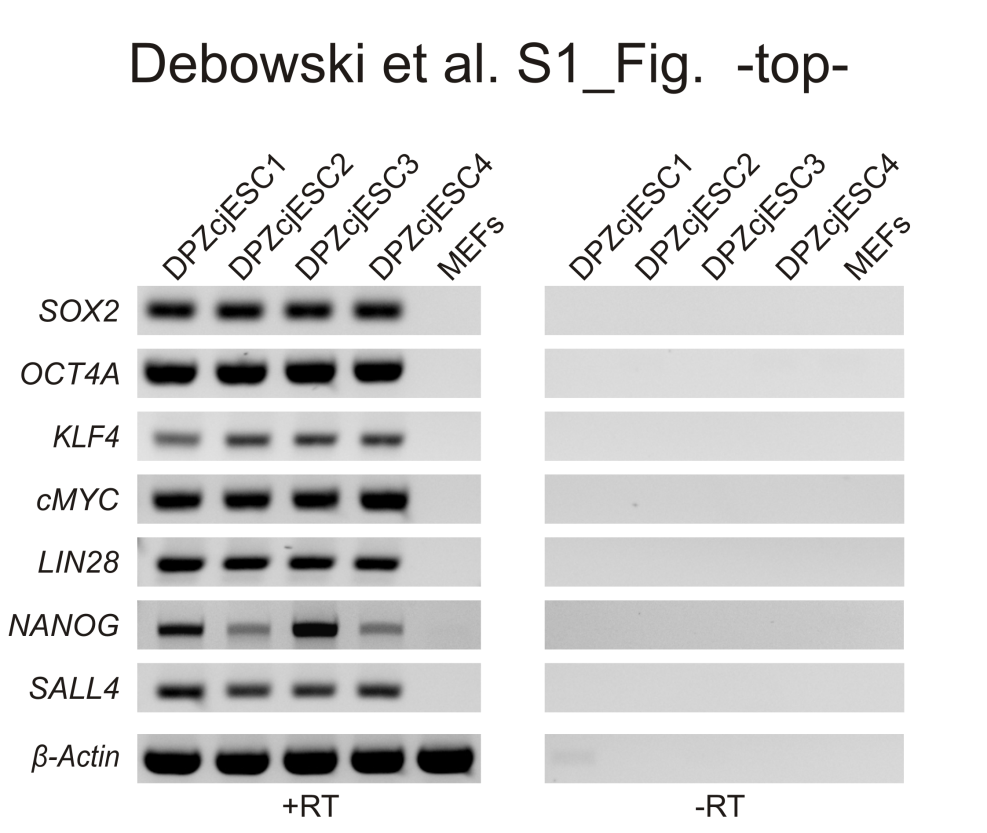
S3_Figure

**S3_Fig.: PCR analysis for pluripotency marker expression.** All generated ESC lines showed expression of mRNA coding for well-established pluripotency-associated factors. Mouse embryonic feeder cells (MEFs) were used as negative control. +RT: PCR analysis with cDNA as template, -RT: negative control PCR where the reverse transcriptase (RT) was omitted during reverse transcription of mRNA.

S4_Figure

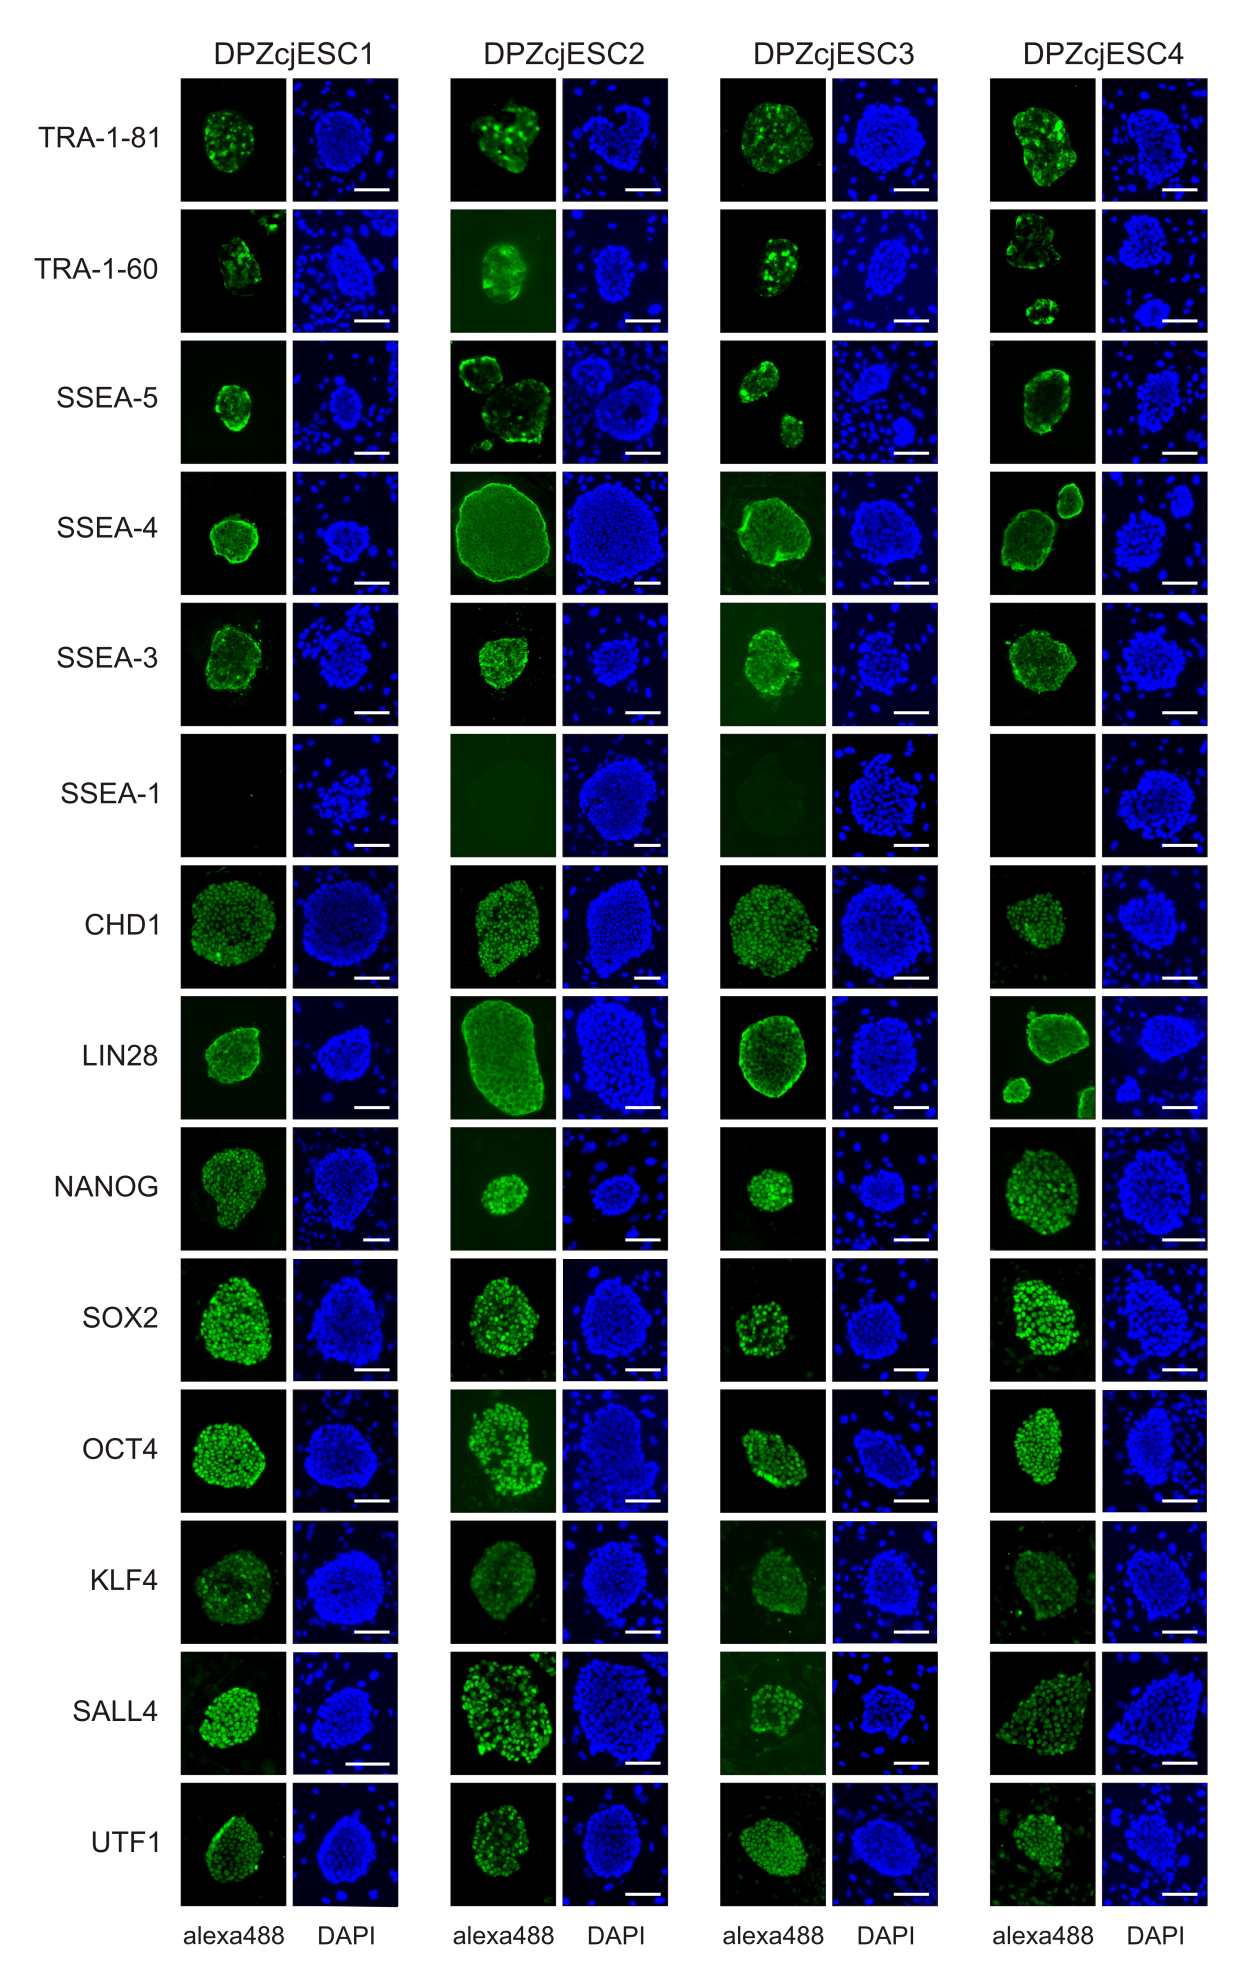

**S4_Fig.: Immunofluorescence staining of ES cell colonies.** Antibodies directed against pluripotency-associated proteins confirmed expression of the surface proteins TRA-1-81, TRA-1-60, SSEA-4 and SSEA-3, the Chromodomain Helicase DNA Binding Protein 1 (CHD1), the RNA binding protein LIN28 and several transcription factors (NANOG, SOX2, OCT4, KLF4, SALL4, UTF1). As expected, SSEA-1 was not detected. All bars = 100 µm.

S5_Figure

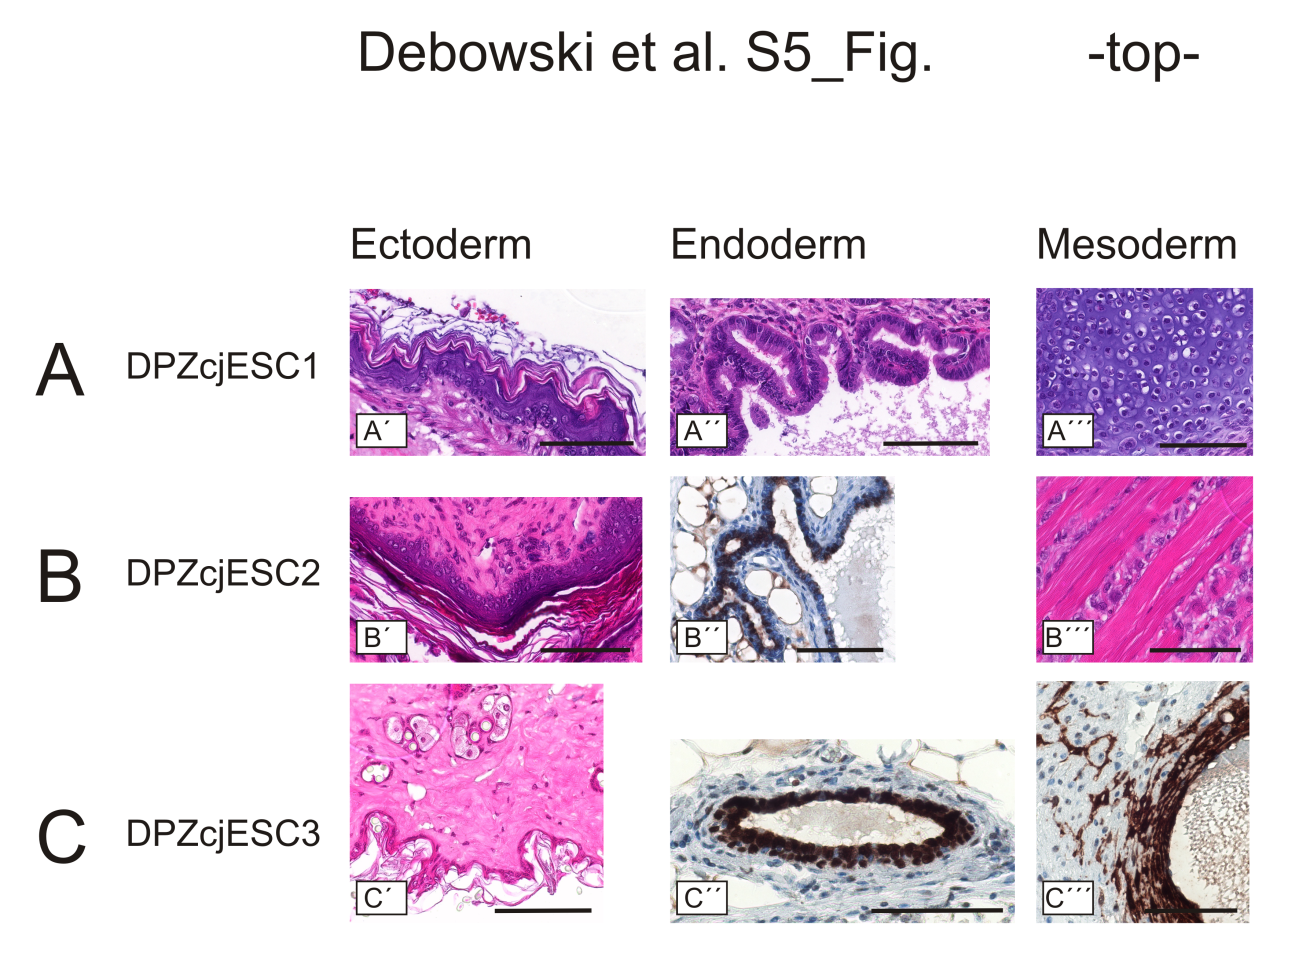

**S5_Fig.: Teratoma assay to test for pluripotency.** HE staining and immunohistochemical analysis of teratoma tissue derived from the cell lines DPZcjESC1-3. Tissues representative of the three embryonic germ layers are shown for each cell line. HE staining of ESC1-derived tissues demonstrates the presence of ectodermal epidermis (**A**A´), endodermal gut-like epithelium (**A**A´´) and of mesodermal cartilage (**A**A´´´). ESC2-derived tissues include ectodermal epidermis (**B**B´), endodermal epithelium positive for SOX9 (**B**B´´) and mesodermal striated muscle cells (**B**B´´´). ESC3-derived tissues include ectodermal epidermis (**C**C´), endodermal duct epithelium positive for SOX9 (**C**C´´) and mesodermal smooth muscle cells positive for α-smooth muscle actin (**C**C´´´).

S6_Figure

**
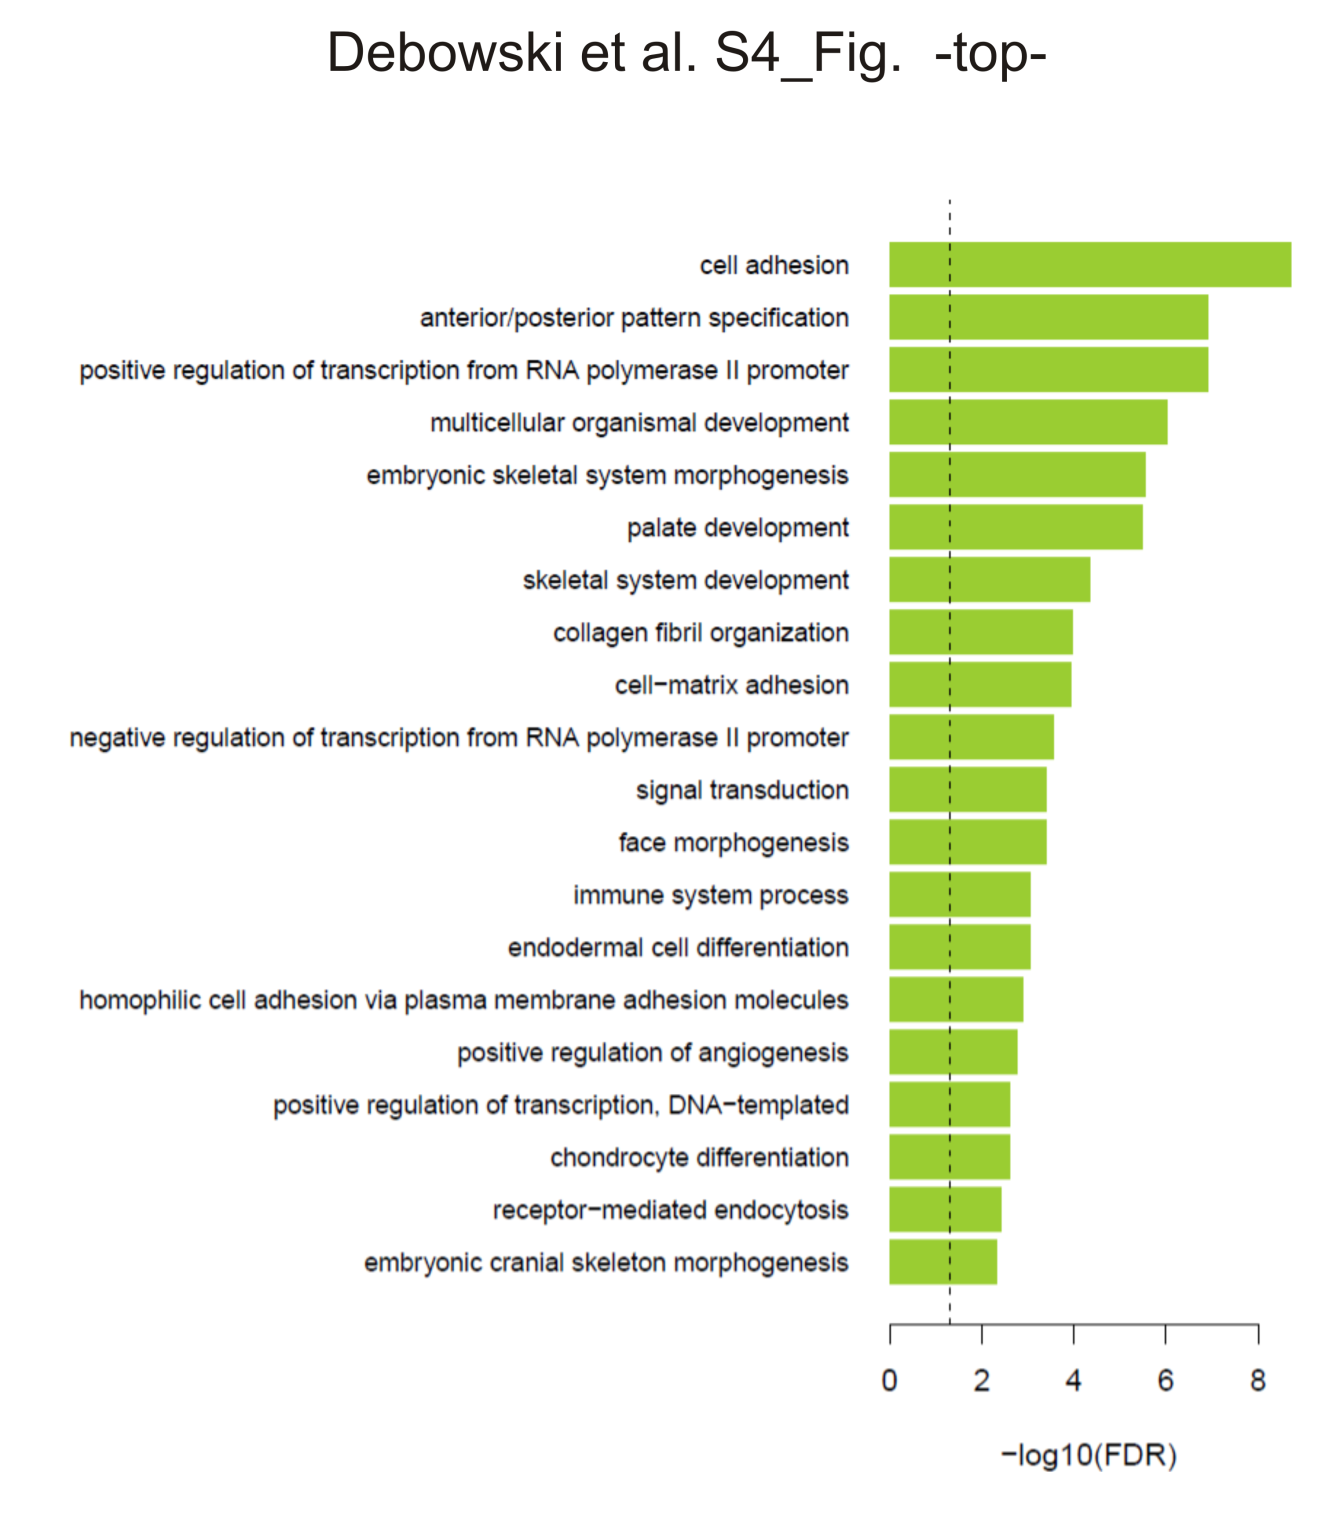
**

**S6_Fig: Gene ontology (GO) analysis.** In order to test the functional association of the candidate genes, an enrichment test for GO terms was conducted for the comparisons DPZcjESC1-4+DPZcj_iPSC1 [28](#_ENREF_28)-vs-cjes001+fibroblasts. The top 20 GO terms with the best FDR-corrected p-values were chosen.

S7_Figure

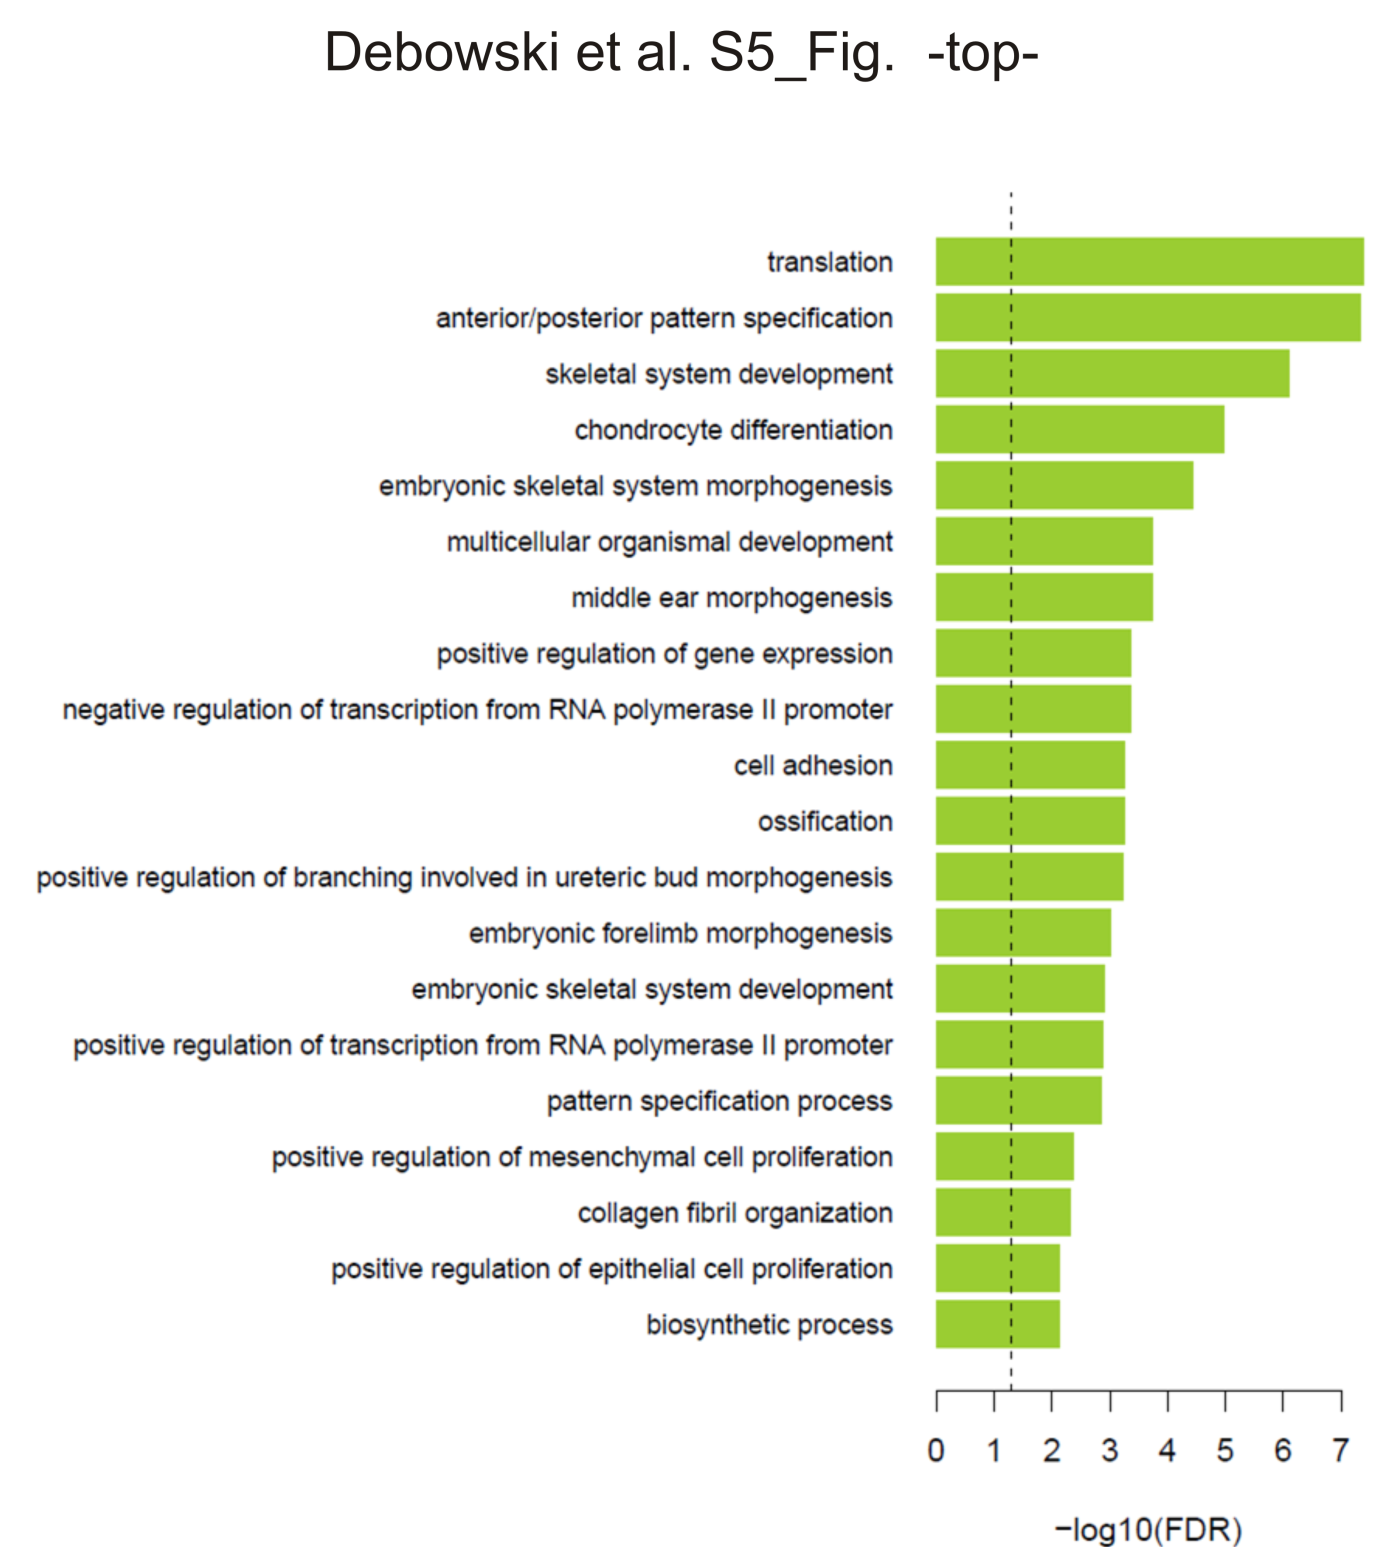

**S7_Fig: Gene ontology (GO) analysis.** In order to test the functional association of the candidate genes, an enrichment test for GO terms was conducted for the comparisons DPZcjESC1-4-vs-cjes001. The top 20 GO terms with the best FDR-corrected p-values were chosen.

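A GO enrichment test counts how many candidate genes carry an annotated function and compares this number with the one obtained for genes drawn from all those that could have become candidates. The paper used Goseq, which takes into account that genes with more reads, among them long genes, are more often called differentially expressed. The comparison shown sets DPZcjESC1-4 against cjes001, whose libraries were not analysed here.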

How the deposited data were processed for this re-analysis (not part of the article)

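Transcriptomes of the marmoset ES cell lines DPZcjESC1-4 were studied from 8 libraries, 2 passages of each of 4 lines. The authors prepared TruSeq RNA libraries, sequenced single reads on an Illumina HiSeq instrument, aligned them to the Ensembl assembly of the marmoset genome with STAR, filtered unique hits with SAMtools and counted them on genes with HTSeq. The deposited values are raw read counts per Ensembl gene identifier, not normalized, with 1 table per library. Reads with several hits are therefore not in the gene counts, and genes with near-identical copies can be undercounted. Between 12693193 and 15347288 alignments per library were recorded as not unique. The mapping of libraries to lines and passages was taken from the sample labels, and sex, karyotype and embryonic origin of the lines from the paper.

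CPM were calculated by scaling the counts of each library to a total of 1000000 gene counts. The deposited totals lay between 10615123 and 12885444 per library. At that depth, 3 counts correspond to 0.233 to 0.283 CPM. Intervals and limits of this kind cover counting error only. Genes with at least 10 counts in at least 2 libraries were kept (15781 of 32338 identifiers). Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment), and genes with at least 2-fold change and an adjusted p-value under 0.05 were counted. Standard errors of log2 fold changes were calculated as the size of the change divided by the square root of the quasi-likelihood F statistic. Aneuploid were compared with euploid lines, female with male lines and morula-derived lines with the blastocyst-derived line, each over all 8 libraries, and an F test was used for differences between the 4 lines. Correlations and the PCA used log2(CPM + 1) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The similarity of passages of one line was tested by an exact permutation over all pairings of the libraries. Figures were drawn with matplotlib 3.10.9.

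The edgeR analysis was tested on simulated counts with the means, library sizes and spread between passages of a line of the 15781 genes. In these counts, 200 genes with a mean of at least 50 counts were changed by 2 on the log2 scale. The analysis recovered 89.5% of them for 4 against 4 libraries, with 11 false calls, and 84.5% for 6 against 2, with 7 false calls. For 4 lines of 2 libraries it recovered 61.0%, with 13 false calls. Differences between lines of the same group were not simulated, although the real comparisons of groups contain them. Recovery there may therefore be lower. Recovery of genes with fewer counts was not tested.

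Alternatives set before the data were examined were DESeq2 (1.42.0) in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, edgeR's own filter, no fold-change minimum, a contrast of line means, leaving out each library, and other correlation measures. Passage order as a block was added after seeing the data. Replicate numbers of the libraries are only the order of the passages within a line, and the labels name the passages without pairing libraries of different lines.

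Genes were to be named if the paper names their transcript, or if they had the largest log2 fold changes among those past the threshold in a comparison, with a mean of at least 5 CPM and no overlap between the groups. The reference table used, with 44333 marmoset genes, lists no Ensembl identifiers, so that 0 of the identifiers could be found in it. No gene names were inferred from identifiers. At most 2 identifiers per direction and comparison are therefore printed, fewer than first planned. Expression per chromosome, expression of X-linked genes, XIST, the pluripotency markers and windows along chromosomes need names or positions and were not analysed here, and neither were cjes001, the iPS cell line and the fibroblasts. The search for identifiers abundant only in the female or only in the male lines, the test over pairings of earlier with later libraries, the comparison of passages and the search for genes near a 1.5-fold difference were added after seeing the data.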

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

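All tests of explanations in this part were chosen after the results had been seen.

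The 100 most counted genes took 13.6% of the counts in DPZcjESC1 at passage 46, while the other 3 libraries of the male lines had between 12.4 and 12.6%. By Dixon's criterion, passage 46 of DPZcjESC1 lay far from the other libraries of the male lines. Passage 37 of the female line DPZcjESC3 also had 13.6% but did not lie far from its group. The library of DPZcjESC1 was the only such case among 51 tests, each of a measure within a group of libraries. By chance 2.55 are expected, although the tests share the same libraries. No technical or biological explanation was tested for this case.

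ENSCJAG00000022086 had a mean of 65.7 ± 21.1 CPM in the libraries of the male lines and 2.18 ± 0.603 in those of the female lines (SD, n = 4 each). The paper prints no identifiers, and whether it reports this gene was not determined. Its mean was 48.1 in DPZcjESC1 and 83.2 in DPZcjESC4. The lowest male library had 43.1 CPM and the highest female library 2.69. Library depth was compared first. Male libraries had 1.03 times the gene counts of female libraries. CPM are already scaled to the total of each library, so this comparison could not have removed the difference. The 2.18 CPM in the female libraries are above the smallest amount the depth can show, so that reads shared with a similar gene cannot be excluded as their source. The sex of the lines is a candidate explanation, but with 2 lines of each sex and no chromosome given for the identifier it cannot be told apart from other differences between the lines.

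The later and the earlier passage of the lines differed in 100 genes, 53 higher and 47 lower at the later passage, in a model with the line as a block. At an unadjusted p-value under 0.05 there were 2711. The paper does not report differential expression between passages of DPZcjESC1-4. It was made because component 1 of the PCA was lower at the later passage in 4 of 4 lines. Across genes, which are not independent replicates, the changes from the earlier to the later passage correlated between lines with 0.182 to 0.478 over 6 pairs of lines. When earlier and later were exchanged within lines, 1 of 8 assignments, the real one, gave as many genes, and the others gave 0, with 91 to 676 genes at an unadjusted p-value under 0.05. With 8 assignments a share under 0.05 is out of reach. Without the block, the split by passage order gave 116 genes and was the largest of the 35 splits of the libraries into 4 and 4. The result depends on single lines, since no gene passed the threshold without DPZcjESC2 or without DPZcjESC3, with 1940 and 2067 genes at an unadjusted p-value under 0.05.

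The later library was deeper in 2 of 4 lines, so that depth did not change in the same direction. The share of the 100 most counted genes was lower at the later passage in 4 of 4 lines, with changes of -1.27 percentage points in DPZcjESC1, -0.727 in DPZcjESC2, -0.929 in DPZcjESC3 and -0.132 in DPZcjESC4, but a fit without these genes and their counts again gave 100 genes past the threshold, 52 higher and 48 lower at the later passage, so a few highly counted genes do not account for the number. The mean correlation of the changes was 0.345 with and without them. The share of unique reads outside genes was also lower at the later passage in 4 of 4 lines, with changes between -1.085 and -0.0563 percentage points, and a difference in RNA or library composition may therefore contribute. Time in culture is a candidate biological explanation, but earlier and later are relative to each line. Passage 46, the earlier one of DPZcjESC1, has a higher number than the later passages 37, 41 and 33 of the other lines. It had the highest score on component 1, 63.7, against -16.0, -31.5 and -9.43 for those. The score thus did not follow the passage number across lines, although differences between lines may hide such a relation. The change had a root mean square on the log2 scale of 0.476 in DPZcjESC2, whose libraries are 1 passage apart, 0.40 in DPZcjESC4 (3 passages), 0.616 in DPZcjESC3 (4 passages) and 0.854 in DPZcjESC1 (5 passages). The 2 widest gaps thus had the largest changes, but 4 lines are too few to relate it to the number of passages. Libraries of different lines correlated better by 0.0108 on average when they had the same order. A processing batch that contained all the later passages would give the same picture, and the labels name no batch. The pattern cannot be told apart from a batch or from library composition. Reads from feeder cells, GC content and gene length were not tested.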

How the results depend on the processing

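With DESeq2 in place of edgeR, more genes passed the threshold in every comparison. The numbers were 44 instead of 2 for aneuploid against euploid lines, 256 instead of 5 for female against male lines, 49 instead of 11 for morula-derived against blastocyst-derived lines, 484 instead of 26 between the 4 lines and 547 instead of 100 between later and earlier passages. The cause was not tested. With a contrast of line means, in which the spread is that between passages of a line, the first 3 comparisons gave 22, 21 and 18 genes. With no filter on low counts, there were 9 genes between female and male lines and 183 between the 4 lines. DESeq2's size factors in the edgeR model gave 3 genes between female and male lines. In these cases, too, the cause was not tested.

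The other alternatives for the 3 comparisons of groups and for the 4 lines left the numbers of genes within 1.5 times, namely edgeR's own filter and no fold-change minimum in all 4 results, DESeq2's size factors in the remaining 3, and no filter on low counts in the remaining cases, with 3 genes for aneuploid against euploid and 14 for morula-derived against blastocyst-derived lines. Leaving out 1 library at a time gave from 1 to 3 genes for aneuploid against euploid lines and from 2 to 62 for female against male lines, each across 8 fits, and from 1 to 55 for morula-derived against blastocyst-derived lines across 6 fits. No value was calculated where this left a group with 1 library, which applies to DPZcjESC4 in the last comparison and to each line in the comparison of 4 lines.

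Passage order as a block, chosen after seeing the data, gave 3 genes for aneuploid against euploid lines, 4 for female against male lines, 6 for morula-derived against blastocyst-derived lines and 45 between the 4 lines. The comparison of passages itself was also chosen after seeing the data. Without the block for the line it gave 116 genes, without the 100 most counted genes 100 as before, and when a line was left out it gave 120 genes without DPZcjESC1, 38 without DPZcjESC4, and 0 without DPZcjESC2 or DPZcjESC3, with 1940 and 2067 genes at an unadjusted p-value under 0.05. The cause was not tested.

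The difference in correlation between passages of one line and libraries of different lines kept its direction under 3 alternatives. It was 0.0043 with Spearman correlation (one-sided exact permutation p = 0.181), 0.0060 with a pseudocount of 0.1 (p = 0.152 from the same permutation test) and 0.0501 over the 500 most variable genes (p = 0.152). With only pairings of earlier with later libraries, chosen after seeing the data, it was 0.0097 and passed the threshold (one-sided exact permutation p = 0.0417). So it did, with the same p, at 0.0097 with Spearman correlation, 0.0125 with a pseudocount of 0.1 and 0.113 over the 500 most variable genes. Of 132 values of the 10 named identifiers under other settings, 100 kept direction and threshold, 32 kept the direction but not the threshold and 0 changed direction.

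The alternatives that need gene names or positions were not run, namely leaving out genes on the trisomic and sex chromosomes, and all alternatives for expression per chromosome, X-linked genes, XIST, the marker genes and windows along chromosomes. With 2 libraries per line, the numbers of genes depend on single libraries, as the ranges above show.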

Differences from the paper's values

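The paper reports XIST at 945 RPM (reads scaled to 1000000) in DPZcjESC2 and 851 in DPZcjESC3, with less than 3 in the male lines. Among the 18833 identifiers below 3 CPM in every male library, the highest value was 255 CPM in DPZcjESC2 and 218 in DPZcjESC3, both for ENSCJAG00000010567, and whether this identifier is XIST was not determined. With TMM normalization, chosen after seeing the values, the numbers were 252 and 219. From single libraries, also chosen after seeing the values, they lay between 252 and 258 in DPZcjESC2 and between 212 and 224 in DPZcjESC3. None of these settings reached the paper's values. The paper counted reads on the XIST-coding region and does not state which total they were scaled to. Its unit may therefore differ from the CPM used here, but a total larger than the gene counts would give lower values, not higher ones. The alternatives set before the data were examined for XIST were not run, as XIST was not analysed here by name.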

Other observations

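All tests of explanations in this part were chosen after the results had been seen.

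For the comparison of aneuploid with euploid lines, 3 of the 35 splits of the 8 libraries into 4 and 4 gave as many differentially expressed genes, the real one included. For female against male lines it was 2 of 35. The number of genes in these comparisons is therefore not larger than other groupings of the same libraries can give. In both cases the split by passage order, which could follow a processing batch, was among them, with 116 genes. It parts the libraries of every line, whereas the comparisons of sex and of ploidy keep the lines together. Of the 3 splits that keep the lines together, the remaining one gave 1 gene, and every split other than those of passage order, sex and ploidy gave at most 1. When each line was set against the other 3, as many genes as for the blastocyst-derived line DPZcjESC4 were found for 2 of 4 lines, DPZcjESC4 included, and with 4 lines the effect of embryonic origin cannot be told apart from that of a single line.

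The passages 46 and 51 of DPZcjESC1 had the lowest correlation of all 28 pairs. After random thinning of every library to the lowest total, the correlation of the pair was 0.936 and still the lowest, so depth does not account for it. By Spearman correlation it was 0.937, also the lowest, so the result does not rest on a few highly counted genes. ENSCJAG00000010567, abundant in the female lines, reached at most 0.698 CPM in these libraries, which gives no sign of an exchange with a female library. The 2 libraries of DPZcjESC4, the other male line, had the highest correlation of all pairs, 0.985, which by itself gives no sign of an exchange with that line. However, passage 46 of DPZcjESC1 was closer to passages 30 and 33 of DPZcjESC4, with 0.964 and 0.954, than to passage 51. Passage 51 was also closer to them than to passage 46, with 0.960 and 0.970. By these correlations, a mislabelled library of a male line can therefore not be excluded. ENSCJAG00000022086, picked for its difference between the sexes, had 53.2 and 43.1 CPM in the libraries of DPZcjESC1. In those of DPZcjESC4 it had 88.6 and 77.8 CPM, so it kept the male lines apart as labelled. A single identifier does not settle the question. The libraries of DPZcjESC1 are 5 passages apart, the widest gap among the lines. Time in culture is one of the candidate explanations, which cannot be told apart from a difference in processing.

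An additional chromosome copy would raise many genes by about 1.5-fold, 0.58 on the log2 scale. As a search that needs no chromosome positions, genes with a mean of at least 200 counts and differences under 0.25 on the log2 scale between passages and between 2 reference lines were counted when they lay 0.4 to 0.8 above or below the reference. With DPZcjESC3 and DPZcjESC4 as reference, 84 of 2357 genes were higher and 28 lower in DPZcjESC2, a ratio of 3.00. In DPZcjESC1, 62 of 1597 genes were higher and 35 lower, a ratio of 1.77. By the paper's karyotypes DPZcjESC1 has 2 additional chromosomes and DPZcjESC2 has 1, so the ratio was smaller in the line with more of them. Fewer genes of DPZcjESC1 met the limits, so that the ratios come from different sets of genes and are not directly comparable. With both aneuploid lines as reference, the ratio was 0.609 in DPZcjESC3 and 0.926 in DPZcjESC4. With an aneuploid and a euploid line as reference, genes raised about 1.5-fold in only one of the reference lines are left out beforehand, so that these cases cannot speak against an additional chromosome shared with the reference. Here the euploid lines had ratios of 0.80 and 1.57 (DPZcjESC3) and of 1.36 and 0.852 (DPZcjESC4), and DPZcjESC2 ratios of 1.36 and 1.62. In DPZcjESC1, genes on the additional chromosome that DPZcjESC2 lacks are not left out in this way, and the ratios were 1.48 with DPZcjESC2 and DPZcjESC3 as reference and 0.972, no excess, with DPZcjESC2 and DPZcjESC4. The limits were chosen after seeing the data, and the excess in DPZcjESC2 cannot be assigned to an additional chromosome without gene positions.

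ENSCJAG00000010567, abundant only in the female lines, was 1.17 times as abundant in DPZcjESC2 as in DPZcjESC3, and the paper's values for XIST have a ratio of 1.11. The paper's values were 3.70 and 3.90 times those of the identifier. Scaling to a total larger than the gene counts would lower values, so only a smaller total could explain the gap by scaling. The region on which reads were counted may also differ. An identifier chosen for its pattern cannot settle whether it is the same transcript, and no further test of its identity was possible without a table of names.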
